# Histone Acetyltransferase KAT2A Stabilizes Pluripotency with Control of Transcriptional Heterogeneity

**DOI:** 10.1002/stem.2919

**Published:** 2018-10-17

**Authors:** Naomi Moris, Shlomit Edri, Denis Seyres, Rashmi Kulkarni, Ana Filipa Domingues, Tina Balayo, Mattia Frontini, Cristina Pina

**Keywords:** Embryonic stem cells, Epigenetics, Gene expression pluripotency

## Abstract

Cell fate transitions in mammalian stem cell systems have often been associated with transcriptional heterogeneity; however, existing data have failed to establish a functional or mechanistic link between the two phenomena. Experiments in unicellular organisms support the notion that transcriptional heterogeneity can be used to facilitate adaptability to environmental changes and have identified conserved chromatin‐associated factors that modulate levels of transcriptional noise. Herein, we show destabilization of pluripotency‐associated gene regulatory networks through increased transcriptional heterogeneity of mouse embryonic stem cells in which paradigmatic histone acetyl‐transferase, and candidate noise modulator, Kat2a (yeast orthologue Gcn5), have been inhibited. Functionally, network destabilization associates with reduced pluripotency and accelerated mesendodermal differentiation, with increased probability of transitions into lineage commitment. Thus, we show evidence of a relationship between transcriptional heterogeneity and cell fate transitions through manipulation of the histone acetylation landscape of mouse embryonic stem cells, suggesting a general principle that could be exploited in other normal and malignant stem cell fate transitions. stem cells *2018;36:1828–11*

**Significance Statement**

Pluripotent mouse embryonic stem cells (mESCs) are capable of differentiating toward all mature cell types through cell fate transition events, which are often associated with increased transcriptional heterogeneity. Yet, there is little understanding of the molecular mechanisms underlying this phenomenon. Through inhibition of the histone acetyltransferase Kat2a in pluripotent mESCs, an increase in transcriptional heterogeneity (as measured by coefficient of variation) and an increased probability of exit from pluripotency is observed. The results of this study suggest the existence of an important relationship between chromatin modification, transcriptional heterogeneity, and cell fate decisions, which is likely to be important in understanding development and disease.

## Introduction

Cellular states, and their associated transitions, are a function of the transcriptional programs active in the cell, which in turn depend on the chromatin configuration of their respective genes. It has been observed in multiple mammalian differentiation and developmental systems, including in mouse embryonic stem (ES) cells, that the cellular states during transition events are heterogeneous at the transcriptional level 1, 2, 3, 4, 5, 6, 7. Such heterogeneity is thought to reflect temporal variability in gene expression, within individual cells, in an uncoordinated manner 8. When variability affects genes that are regulators or effectors of cell fates, the expression status of individual genes can endow cells with different probabilities of effecting a transition 9, eventually resulting in a proportion of cells acquiring the new fate; thus, heterogeneity in expression of these genes would vary the transition probability from a given state.

The homeobox gene *Nanog* is a paradigmatic pluripotency regulator that exhibits such variability in gene expression 10, 11, 12. *Nanog* is strictly required for establishment of pluripotency, both in vitro and in the embryo 13, but is dispensable for its maintenance 11. *Nanog* transcriptional reporters have been used to prospectively isolate cells on the basis of expression levels and, while there is some reversibility between Nanog high and low expression states, Nanog low cells have a higher probability of exiting self‐renewal into differentiation 10, 12. A role of Nanog down‐regulation in the probabilistic exit from pluripotency is supported by experiments coupling reversible Nanog knockdown with single‐cell transcriptomics showing that remodeling of pluripotency networks associated with Nanog loss can be transiently reversed 14.

The Nanog transcriptional reporters that are based on stable green fluorescent protein (GFP; heterozygous TNGA cells) 11 exhibit a trimodal distribution of high, mid and low GFP populations. While the high and low states represent the active and inactive transcriptional state of Nanog, respectively, the mid‐Nanog (MN) population is likely to contain cells in which the Nanog promoter has been recently switched off, reversibly or irreversibly, causing the GFP levels to decay. This population is less apparent in destabilized fluorescent reporters such as the destabilized Venus reporter line, Nanog‐venus‐nuclear localization signal‐pEST degradation signal (VNP) 15, confirming that intermediate levels of expression are not sustainable and resolve rapidly into high (HN) or low (LN) states. Therefore, in theory, the MN population should encompass all bona fide early transition events out of pluripotency and into lineage commitment. However, its transient nature makes it difficult to probe the molecular programs of the state transition separate from protracted GFP expression, or confounding dissociation between reporter and endogenous Nanog expression 16.

Assessing the mechanistic basis of the transition out of pluripotency can be finely achieved through the use of Nanog reporter systems and it may shed light on a putative contribution of transcriptional heterogeneity to the probabilistic nature of cell state transitions. Dynamic changes in transcriptional activity, and the resulting changes in state‐transition probabilities, are likely to be regulated, at least in part, at the level of histone lysine acetylation. In yeast, amplitude and frequency of transcriptional bursting 17 are regulated by distinct histone acetyl‐transferase and deacetylase complexes which determine levels of H3K9 acetylation (H3K9ac) in the promoter and the body of the gene 18. Promoter acetylation influences transcriptional variability or noise, as measured by coefficient of variation (CV = standard deviation/mean). Loss of the histone acetyl‐transferase *Gcn5* or its partner *Sgf29* result in increased noise, while loss of components of the Rdp3s histone deacetylase (HDAC) complex, which increase levels of H3K9ac, reduce gene expression CV.

To achieve a global reduction of H3K9ac in mouse ES cells, we chemically inhibited Gcn5 with the (2R,3S)‐rel‐4‐Methylene‐5‐oxo‐2‐propyltetrahydrofuran‐3‐carboxylic acid (MB‐3) compound 19, which we have recently validated to phenocopy loss of Gcn5 homolog KAT2A in mammalian cells 20. While this resulted in minimal changes to average gene expression levels, it caused a significant enhancement of expression heterogeneity for a number of genes, including *Nanog*, with associated remodeling of gene regulatory networks (GRNs). These changes associated with functional destabilization of pluripotency and accelerated differentiation, namely to mesendodermal (ME) lineages. Our results suggest that increased transcriptional heterogeneity may not only reflect but indeed mechanistically promote state transitions in mammalian cells.

## Materials and Methods

### Cell Culture

E14Tg2A, TNGA 11, Nanog‐VNP 15, Sox1‐GFP 21, and T‐GFP 22 mouse ES cells were maintained or differentiated as described 23. 2i medium used N2B27 (NDiff 227, Takara, Saint‐Germain‐en‐Laye, France) with 1 μM PDO325901 (R&D, Abingdon, UK) and 3 μM Chiron (Cambridge Wellcome Trust/Medical Research Council Stem Cell Institute). Kat2a inhibition used 100 μM MB‐3 (ab141255, AbCam, Cambridge, UK) 19, or an equal volume of dimethyl sulfoxide (DMSO). ES cell colony‐forming capacity was quantified using Alkaline Phosphatase detection kit (Sigma Aldrich, Gillingham, UK) as per manufacturer's instructions.

### Flow Cytometry

Cell sorting was done on MoFlo (Beckman Coulter, High Wycombe, UK), FACSAria III (BD, Wokingham, UK), or Influx (BD) machines, and analysis performed on a BD LSR‐Fortessa, with 4′,6‐diamidino‐2‐phenylindole (DAPI) as a dead cell marker. Apoptosis analysis used Annexin‐V antibody (a13202 Fluor‐568, Invitrogen, Loughborough, UK) and DAPI as per manufacturers' instructions. Cell cycle analysis used Propidium Iodide staining of ethanol‐fixed cells.

### Wash‐Off Experimental Protocol

TNGA cells in serum and leukemia inhibitory factor, LIF (ESLIF) were grown for 1 or 2 days with DMSO or MB‐3 (50 and 100 μM), or exposed to control N2B27 pro‐differentiation conditions. At the end of the treatment, cells were washed of the treatment, their GFP profile assessed, and cultured for up to 5 days in ESLIF with daily monitoring of distribution of GFP levels (Supporting Information Fig. S3A). The composite GFP distribution obtained from randomly sampled cells from all time‐points and conditions was best described by three Gaussian curves that correspond to the HN, MN, and LN states 24 (Supporting Information Fig. S3B), and every cell was assigned to one of these states using a probabilistic soft clustering approach (see Supporting Information Data). Population proportions were calculated for each condition at each time point, and kinetic modeling used to estimate rates of transition between states and general state reversibility (Fig. 3B, 3C).

### RNA Sequencing

RNA extracted from TNGA cells treated in triplicate for 48 hours in ESLIF with DMSO or MB‐3 (100 μM), was used for polyA library preparation and sequencing on an Illumina HiSeq4000 instrument (Illumina, Cambridge, UK). Details of alignment, quantification, differential gene expression and data analysis are described in Supporting Information Data. Data have been deposited in GEO (GSE114797).

### Chromatin Immunoprecipitation Sequencing

Chromatin was prepared from TNGA cells treated in duplicate for 48 hours in ESLIF with DMSO or MB‐3 (100 μM), and immunoprecipitated with an anti‐H3K9ac antibody (ab4441, AbCam), as described 20. Details of alignment, peak calling and identification, and data analysis are described in detail in Supporting Information Data. Data have been deposited in GEO (GSE114797).

### Single‐Cell Quantitative Reverse Transcription Polymerase Chain Reaction

Single‐cell quantitative reverse transcription polymerase chain reaction (scRT‐qPCR) followed the Fluidigm Two‐Step Single‐Cell Gene Expression method on a 96.96 Dynamic Array IFC and the BioMark HD system (Fluidigm, London, UK), with EvaGreen Supermix 25 (primers in Supporting Information Table S1) or Taqman Assays (Supporting Information Table S2). Commercially available spike‐ins (Fluidigm, C1 RNA Standards Assay Kit, PN100‐5582) controlled for technical variability. Further details of analysis are described in Supporting Information Data.

## Results

### Kat2a Inhibition in Mouse ES Cells Decreases H3K9ac and Enhances Heterogeneity of Nanog Expression

We treated TNGA cells with MB‐3 and observed a global reduction of H3K9ac both in number and height (Fig. 1A) of acetylation peaks. 

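TNGA cells are mouse ES cells that carry a GFP reporter at the Nanog locus, and MB-3 is a small-molecule inhibitor of Kat2a dissolved in DMSO, which alone served as the vehicle control. Cells in serum and LIF were treated for 48 hours with DMSO or with 100 μM MB-3, and H3K9ac was mapped by chromatin immunoprecipitation followed by sequencing (ChIP-seq), with an input DNA library for each treatment. The authors aligned the reads to the mm9 mouse genome with BWA, merged the duplicates of each treatment, for which the supplement gives the relatively low number of reads as the reason, and called peaks on the merged reads against the input with MACS2. They deposited 1 peak list per treatment with 3 columns, the chromosome, the start and the end of each peak, and with no height, fold enrichment, score or q-value. The read depth behind each list is therefore unknown here, and peak heights were not analysed here. As each list came from merged duplicates, there are no replicates between which a spread could be measured, and the numbers below describe the 2 lists without a test between treatments. The lists were compared by overlap, with at least 1 bp in common counted as shared, and shares of peaks are given with Wilson 95% intervals, which cover counting error only. A library with fewer usable reads yields fewer and narrower peaks under the same limit of the peak caller, so depth and acetylation both enter the number of peaks.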

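The DMSO list held 11724 H3K9ac peaks and the MB-3 list 4673, which is 60.1% fewer. On chromosomes 1 to 19 the numbers were 11417 and 4579, on the X chromosome 303 and 92, and on the Y chromosome 4 and 2. DMSO peaks covered 7451033 bp in total and MB-3 peaks 2349017 bp, a reduction of 68.5%. The median peak width was 528 bp in DMSO (quartiles 369 and 774 bp) and 416 bp in MB-3 (quartiles 313 and 598 bp). Where an MB-3 peak overlapped exactly 1 DMSO peak, which was the case for 4491 peaks, the MB-3 peak was the narrower of the pair in 94.4% of cases, with a median width of 422 bp against 840 bp for its DMSO partner. Only 4203 DMSO peaks overlapped an MB-3 peak, so some DMSO peaks were the partner of several MB-3 peaks. Such parts of a split peak add to the difference in width. The choice that moved the comparison most was a limit on width: among peaks at least 500 bp wide, 6336 were listed for DMSO and 1694 for MB-3, which is 73.3% fewer. When peaks within 1000 bp of each other were merged into 1, 8265 DMSO regions and 3670 MB-3 regions remained. From the lower number of peaks and their lower height (Fig. 1A), the paper concludes that MB-3 reduced H3K9ac globally.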

As expected for H3K9ac mark, the large majority of peaks were located in the vicinity of transcriptional start sites (TSS) (Fig. 1B), and the regions in which acetylation was lost as a result of MB‐3 treatment were significantly enriched for Kat2a/Gcn5 occupancy as per the ENCODE significance tool (Fig. 1C), supporting specificity of MB‐3 activity. Myc/Max and E2F binding was also enriched at these locations, highlighting their well‐described cooperation with Kat2a 26, 27. 

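Of the DMSO peaks, 7521 overlapped no MB-3 peak by a single base, a share of 64.2% (95% interval 63.3 to 65.0), and the other 4203 were still covered in part by a peak after MB-3 treatment. The lost peaks were narrower than the kept peaks, with median widths of 429 and 794 bp. When the DMSO peaks were divided into 10 groups of like size by width, the share lost fell at every step, from 94.5% (95% interval 93.1 to 95.7) in the narrowest group, with a median width of 278 bp, to 13.5% (11.6 to 15.5) in the widest group, with a median width of 1369 bp. The widest peak of the DMSO list, 3649 bp on mm9 chromosome 9 from 64019713 to 64023361, was followed by peaks of 3636 bp on chromosome 14 from 106292602 to 106296237 and of 3489 bp on chromosome 6 from 122286131 to 122289619. The latter position also held the widest MB-3 peak, 3309 bp from 122286213 to 122289521, ahead of 2671 bp on chromosome 16 from 23107917 to 23110587 and 2470 bp on chromosome 7 from 52381554 to 52384023. The widest peaks listed for DMSO only were 2692 bp on chromosome 1 from 120948479 to 120951170, 2100 bp on chromosome 7 from 91031230 to 91033329 and 2037 bp on chromosome 17 from 23736260 to 23738296. Gene names are not part of the lists, but the part of File S1 used here (the first 1999 of 11724 DMSO peaks and the first 1999 of 4673 MB-3 peaks) assigns some peaks to genes. It assigns to Mff, which encodes a mitochondrial fission factor, a DMSO peak of 286 bp on chromosome 1 from 82721546 to 82721831 that overlapped no MB-3 peak, and to Bcl11a a DMSO peak of 284 bp on chromosome 11 from 23981945 to 23982228 that was also lost. The peak assigned to Kat2a itself was kept, with 453 bp on chromosome 11 from 100573368 to 100573820 in DMSO and 297 bp from 100573423 to 100573719 in MB-3. The assignment of all lost peaks to genes and functions was not analysed here.

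**Figure D1:**
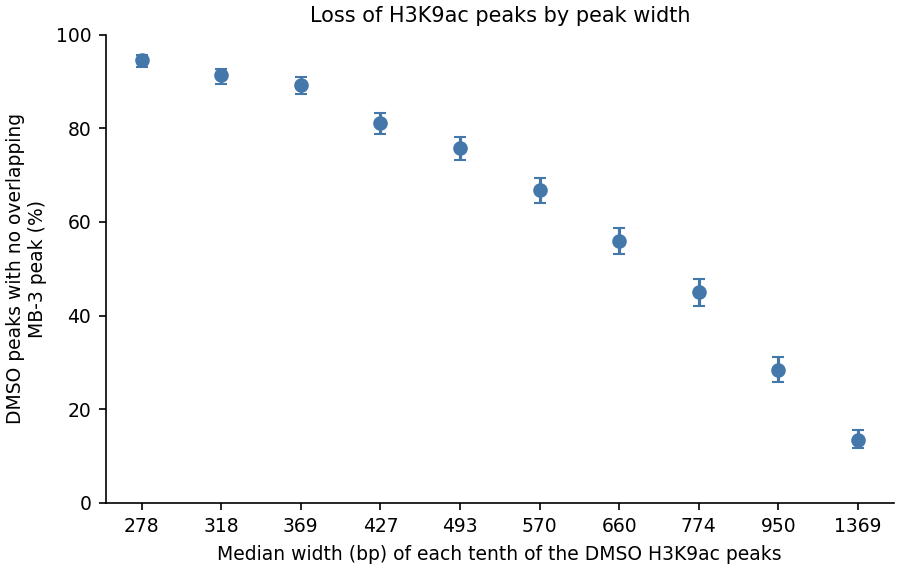
Percent of DMSO H3K9ac peaks that overlap no MB-3 peak (y axis) in 10 groups of DMSO peaks by width, evenly spaced and labelled with the median width of the group in bp (x axis). Points are the shares and bars their Wilson 95% intervals; the share falls from 94.5% in the narrowest group to 13.5% in the widest.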

The loci specifically affected by Kat2a inhibition (Supporting Information Files S1 and S2) associated with metabolic functions, namely mitochondrial, as well as DNA and RNA metabolism (Supporting Information File S3), suggesting an impact on general, rather than tissue‐specific, functions and putative pervasive activities across multiple cell types. 

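Gene expression was measured by RNA-seq of polyadenylated RNA from 3 TNGA cultures treated with DMSO and 3 treated with 100 μM MB-3 for 48 hours in serum and LIF, with replicates lettered A, B and C in each group. The authors aligned trimmed single-end reads to the mm10 mouse genome with Bowtie, counted them at exons with the GenomicAlignments package, and deposited the number of reads per Ensembl gene without normalization. The table holds 30677 genes. Total counts per library were 48144367, 51137896 and 46863700 in DMSO replicates A, B and C (median 48144367), and 49334434, 44985772 and 42270312 in MB-3 replicates A, B and C (median 44985772), so a level of 1 CPM, the count of a gene scaled to its library's size, rests on between 42.3 and 51.1 reads in each library. Whether the counting used the strand is not stated in the paper's text, so genes that overlap a gene on the opposite strand may hold reads of both. From the counts, library sizes were normalized by the TMM method (factors 0.977 to 1.02), genes with too few counts were removed with edgeR's filterByExpr, which kept 20027 genes, and MB-3 was compared with DMSO by edgeR's quasi-likelihood test with treatment as the only term. P-values were adjusted by the Benjamini-Hochberg method, and genes with an adjusted p-value under 0.05 were counted as differentially expressed. The 10 most highly counted genes took between 8.20% and 9.84% of the counts of a library. No pair of libraries was a duplicate of another, since replicates of a group differed from each other by far more than counting noise (chi-square per gene of 8.41 or more). The choice that changed the number of calls most was whether the replicate letter was added to the test as a block. The filter on low counts, the estimate of the spread between replicates and, with 3 libraries per group, each single library could matter too.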

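Of the 20027 genes tested, 41 were differentially expressed in MB-3 against DMSO, 20 higher and 21 lower, and in each of them every MB-3 library lay on the same side of every DMSO library. Across all tested genes, 15.6% had groups that did not overlap, where chance gives 10% with 3 libraries against 3. No gene had an adjusted p-value under 0.01 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), the smallest adjusted p-value was 0.014, and 2182 genes had an unadjusted p-value under 0.05. Only 3 of the 41 genes changed at least 2-fold, all of them lower in MB-3 and of low abundance. Lhx1 (ENSMUSG00000018698, GRCm38 chromosome 11 from 84518284 to 84525535) fell from 1.05 ± 0.46 to 0.138 ± 0.041 CPM (SD, n = 3), a log2 fold change of -2.89 (standard error 0.42, adjusted p = 0.024, edgeR with Benjamini-Hochberg adjustment). Pcdh7 (chromosome 5 from 57717967 to 58133230) had a log2 fold change of -2.05 (standard error 0.37) and Trpm1 (chromosome 7 from 64153835 to 64269775) one of -1.15 (standard error 0.19), with adjusted p-values of 0.049 and 0.036 in the same edgeR test with Benjamini-Hochberg adjustment. Both overlap other genes on either strand, which makes their counts uncertain. The next largest falls, in Cavin1 and Nupr1, were -0.84 and -0.83 on the log2 scale. Rises included 0.76 in Lgals9, 0.75 in Col9a2, 0.66 in Cbr3 and 0.57 in Bcl11a. The number of calls rested strongly on the replicate block and on single libraries. With the replicate letter as a block, edgeR called 1425 genes, all 41 among them and 110 at a change of at least 2-fold. With treatment as the only term, leaving out DMSO replicate B gave 520 calls. Of these, 41 were shared with the full set of libraries and 139 changed at least 2-fold. Without MB-3 replicate A or without MB-3 replicate B the test called 0, with 1440 and 1716 genes at an unadjusted p-value under 0.05.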

Interestingly, the overall reduction in H3K9ac did not translate into substantial changes in gene expression (Fig. 1D), as RNA sequencing (RNA‐seq) analysis of MB‐3 versus DMSO (vehicle)‐treated TNGA cells revealed 599 differentially expressed genes, with only 3 at a fold change ≥2 (Supporting Information File S4). Differentially expressed genes showed overlap with genes with differential H3K9ac and were significantly enriched in Kat2a binding targets (Fig. 1E), namely those recently described in mouse ES cells 26 (Fig. 1F). 

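The published set of Kat2a direct targets and the genes assigned to lost H3K9ac peaks were not analysed here. A smaller panel of Kat2a binding targets, the 46 TaqMan genes of Supporting Information Table S2 without the reference genes, was chosen by the authors for single-cell work and was tested as a set in the bulk RNA-seq libraries. Of these genes, 45 passed the filter on low counts, and 21 were lower and 24 higher in MB-3, with a median log2 fold change of 0.05 and a range from -0.53 to 0.34. The panel did not move as a set beyond the other genes (camera on the edgeR fit with an inter-gene correlation of 0.01, two-sided p = 0.35), and the rotation test fry and camera with an estimated correlation gave p-values of 0.37 and 0.46. Averaged over the panel, log2(CPM + 0.1) was 4.63 ± 0.01 in DMSO and 4.64 ± 0.04 in MB-3 (SD, n = 3), a difference within the spread between MB-3 replicates. Of the 45 genes, 0 were differentially expressed when p-values were adjusted over all genes tested, 1 was when they were adjusted over the list alone, and 6 had an unadjusted p-value under 0.05.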

Given that the reduction in H3K9ac was not matched by significant changes in gene expression levels, we asked whether treatment might instead result in enhanced cell‐to‐cell heterogeneity of transcription, as described for Gcn5 in yeast.

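The genes of the acetyltransferases and the pluripotency regulators that the paper names changed little in the bulk RNA-seq data. Kat2a (ENSMUSG00000020918, GRCm38 chromosome 11 from 100704746 to 100712465) was at 130 ± 7.32 CPM in DMSO and 130 ± 4.62 CPM in MB-3 (SD, n = 3), a log2 fold change of -0.01 (standard error 0.06, adjusted p = 0.974 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its paralog Kat2b had a log2 fold change of 0.01. Nanog (chromosome 6 from 122707489 to 122714633) was at 264 ± 9.14 and 251 ± 7.33 CPM, with a log2 fold change of -0.08 (adjusted p = 0.648, the same edgeR test and Benjamini-Hochberg adjustment). Pou5f1 (chromosome 17 from 35506018 to 35510772), which overlaps a gene on the opposite strand, was at 672 ± 35.4 and 676 ± 35.1 CPM, a log2 fold change smaller than its standard error. With each library left out in turn, the sign of the small changes in Kat2a, Kat2b and Pou5f1 was not stable. Sall4 was higher in MB-3 by 0.18 and Jarid2 by 0.30 on the log2 scale (adjusted p = 0.483 and 0.163, edgeR with Benjamini-Hochberg adjustment), and both overlap a gene on the opposite strand. In Jarid2 every MB-3 library was above every DMSO library. Jarid2 passed the threshold in 5 of 16 alternative fits, among them DESeq2 without shrinkage (adjusted p = 0.014) and edgeR with the replicate letter as a block (adjusted p = 5.3e-05). Sall4 passed it in 2 of 16, edgeR with that block (adjusted p = 0.044) and edgeR without DMSO replicate B (adjusted p = 0.026). Myc and Cdh1 moved by 0.15 and 0.04, and the mitochondrial genes Ndufa9 and Mff by -0.06 and -0.10, none of them past the threshold. Some other genes tied to pluripotency did pass it, with changes under 2-fold. Tbx3 was lower at -0.40, and Dnmt3b and Zic2 were higher at 0.32 and 0.44 on the log2 scale. Their adjusted p-values were 0.024, 0.036 and 0.031 (edgeR with Benjamini-Hochberg adjustment). Over all genes tested, 99.1% lay within a 2-fold change, and the median standard error of the log2 fold change was 0.10. A test against a 2-fold threshold (glmTreat in edgeR, with Benjamini-Hochberg adjustment) called 0 genes, with 33 at an unadjusted p-value under 0.05. From the loss of H3K9ac with little change in average expression, the paper reasons that the treatment could act instead on the cell-to-cell heterogeneity of transcription, which bulk libraries do not measure.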

**Figure 1:**
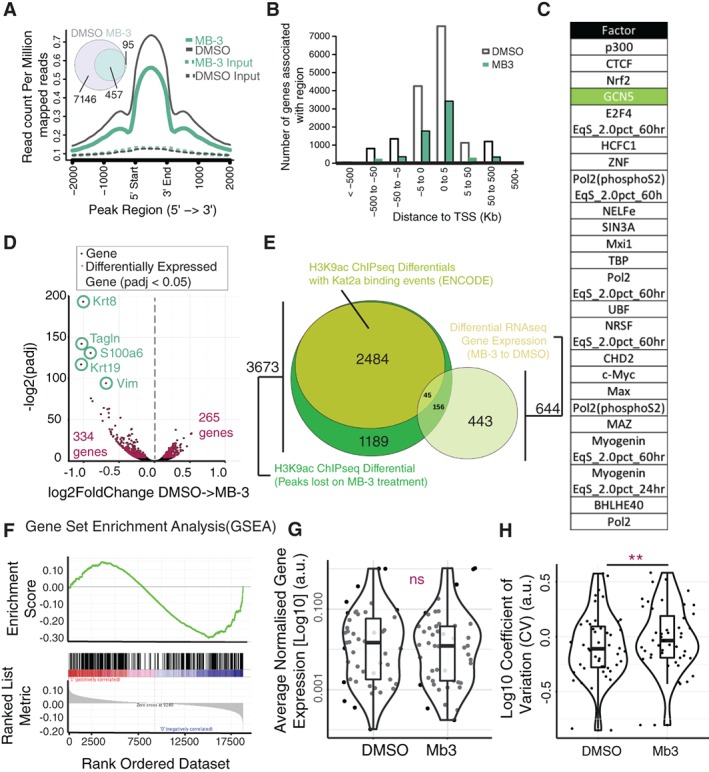
Effects of Kat2a inhibition on H3K9ac and transcriptional heterogeneity of mouse embryonic stem (ES) cells. **(A):** MB‐3 treatment of TNGA mouse ES cells results in specific loss of H3K9ac. Height and number (DMSO: 11724; MB‐3: 4673, 98% overlap) of H3K9ac peaks are significantly reduced after 2 days of MB‐3 treatment. **(B):** H3K9ac marks associated with TSS maintain their location profiles following MB‐3 treatment but reduce in number. **(C):** Transcription factor binding sites associated with genes that display reduced H3K9ac following MB‐3 treatment include GCN5/Kat2a. List represents transcription factors with Q‐value equal to 0, ordered by proportion of observed H3K9ac differential genes to total number of binding site‐associated genes. **(D):** RNA‐seq analysis of TNGA mouse ES cells treated with MB‐3 for 2 days. Volcano plot highlighting differentially expressed genes (red dots: adjusted *p*‐value <.05). **(E):** Differentially expressed genes partially overlap with H3K9ac gene‐associated peaks lost on MB‐3 treatment. **(F):** Gene set enrichment analysis of Kat2a direct targets in mouse ES cells among MB‐3 down‐regulated genes (ES = −0.30, NES = −1.34; *p* value = .005). The negative enrichment score of direct targets (top panel) along the differential RNA‐seq dataset ordered by rank (bottom panel) reveals that it is the down‐regulated genes on MB‐3 treatment that are most enriched for Kat2a direct targets. **(G):** Quantification of mean gene expression from Single‐cell quantitative reverse transcription polymerase chain reaction (scRT‐qPCR) from cells treated with DMSO or MB‐3. There is no significant difference in mean gene expression between these conditions (Student's *t* test, *p* > .05). **(H):** CV of genes following scRT‐qPCR shows increase in CV on MB‐3 treatment (Student's *t* test, *p* < .01). Abbreviations: CV, coefficient of variation; DMSO, dimethyl sulfoxide; GSEA, gene set enrichment analysis; TSS, transcriptional start sites.

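By an overlap of at least 1 bp, 4534 of the MB-3 peaks, or 97.0% (Wilson 95% interval 96.5 to 97.5), lay on a peak of the DMSO list, and 139 did not. The MB-3 peaks without a DMSO partner were narrow, with a median width of 283 bp against 424 bp for the shared ones. Among the shared ones, 43 MB-3 peaks spanned 2 or more DMSO peaks. The share depends on the rule for overlap. It was 95.2% when at least 50% of the MB-3 peak had to be covered and 98.8% when peaks within 1000 bp counted as shared, but 57.0% when at least 50% of both peaks had to be covered, since most shared peaks were much wider in DMSO. Restricted to peaks at least 500 bp wide, the share was 97.2%.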

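The volcano plot of Fig. 1D labels Krt8, Tagln, S100a6, Krt19 and Vim, and all of them had lower mean levels in MB-3. Vim, which encodes the intermediate filament vimentin (ENSMUSG00000026728, GRCm38 chromosome 2 from 13573927 to 13582826), fell from 129 ± 20.6 to 74.1 ± 2.59 CPM (SD, n = 3), a log2 fold change of -0.80 (standard error 0.09, adjusted p = 0.014 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library left out in turn its log2 fold change stayed between -0.87 and -0.66, but its adjusted p-value rose to 0.12 without MB-3 replicate A and to 0.10 without MB-3 replicate B (edgeR with Benjamini-Hochberg adjustment). The other labelled genes had larger mean changes and a much wider spread between replicates, and none was differentially expressed in the test with treatment as the only term. Krt8 (chromosome 15 from 101996698 to 102004482) was at 73.3 ± 44.2 CPM in DMSO and 31.5 ± 16.5 CPM in MB-3 (SD, n = 3), a log2 fold change of -1.22 (standard error 0.38, adjusted p = 0.252, edgeR with Benjamini-Hochberg adjustment). Krt19 (chromosome 11 from 100140810 to 100148665) went from 22.9 ± 13.3 to 7.69 ± 4.13 CPM, a log2 fold change of -1.58 (standard error 0.38, adjusted p = 0.142, edgeR with Benjamini-Hochberg adjustment). For Tagln (chromosome 9 from 45929619 to 45936058), which overlaps a gene on the opposite strand, the levels were 45.5 ± 31.2 and 17.2 ± 9.51 CPM and the log2 fold change -1.41 (adjusted p = 0.233, the same edgeR test and Benjamini-Hochberg adjustment). S100a6 (chromosome 3 from 90612882 to 90624181) was at 41.5 ± 20.2 and 19.1 ± 8.70 CPM, a log2 fold change of -1.12 (adjusted p = 0.213, edgeR with Benjamini-Hochberg adjustment). In each of these 4 genes replicate C had the highest level and replicate B the lowest within both groups, and the groups overlapped. With the replicate letter added to the edgeR test as a block, all 4 genes passed the threshold. Their Benjamini-Hochberg adjusted p-values in that test ran from 1.1e-15 for Krt8 to 7.2e-15 for S100a6 and Krt19. Within each letter MB-3 was lower than DMSO in all 4 genes. The log2 ratios for A, B and C were -1.18, -1.04 and -1.30 in Krt8 and -1.14, -1.02 and -1.14 in S100a6. They were -1.36, -1.06 and -1.53 in Tagln and -1.75, -1.25 and -1.58 in Krt19. The block is an alternative here, as the letters narrowly missed the limit for taking them as pairs. In a test without a block, variation shared by letter counts as spread between replicates. The lack of calls for these 4 genes rests on that choice. Without DMSO replicate B, the library with the lowest DMSO levels, all 4 genes passed the threshold (adjusted p between 0.0013 and 0.0072, edgeR with Benjamini-Hochberg adjustment). Without DMSO replicate C, the library with the highest, none of them did. Their log2 fold changes were then -0.64 (Krt8), -0.72 (Tagln), -0.67 (S100a6) and -1.04 (Krt19), against -0.66 for Vim. In the other fits without a library only Krt19 passed, without MB-3 replicate C (edgeR adjusted p = 0.043). An exact two-sided permutation test of 3 libraries against 3 cannot give a p-value under 0.10.

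**Figure D2:**
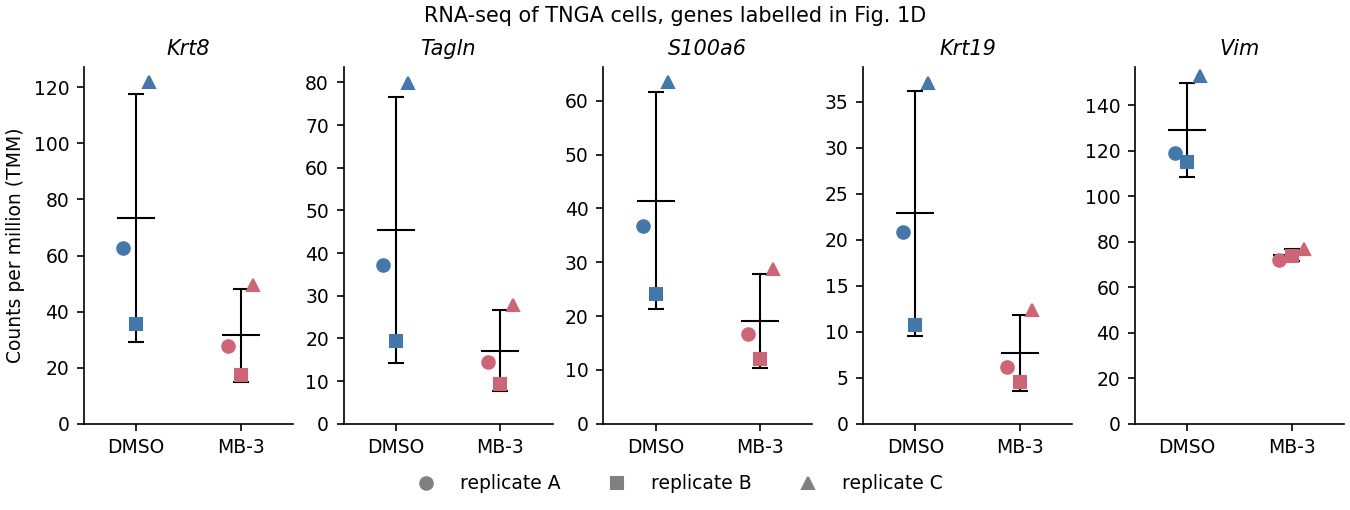
Level in CPM, counts scaled to library size (y axis), of the genes labelled in Fig. 1D in the DMSO and MB-3 libraries; points are the 3 replicates of a group, and lines with bars the mean ± SD. The Vim groups do not overlap, at 129 against 74.1 CPM on average, whereas the points of Krt8, Tagln, S100a6 and Krt19 spread widely within each group.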

We selected a representative subset of Kat2a binding targets, using the Hirsch et al. dataset to identify 47 targets of interest, and interrogated 70 individual cells (35 DMSO, 35 MB‐3) for transcript levels and cell‐to‐cell transcriptional variability (measured by CV), using scRT‐qPCR. Similar to the RNA‐seq data, we did not find significant differences in mean expression levels between the two treatments (Fig. 1G). However, for the majority of the individual genes analyzed, as well as at a global level, there was a significant increase in CV (Fig. 1H). The data thus support the hypothesis that inhibition of Kat2a‐dependent H3K9ac results in increased transcriptional heterogeneity in mouse ES cells, similarly to previous observations in *Saccharomyces cerevisiae* (supporting information data of 18).

We then focused on components of the pluripotency network and asked whether their H3K9ac status was affected by Kat2a inhibition. 

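At the Pou5f1 locus, in the window of mm9 chromosome 17 drawn in Fig. 2A, the DMSO list held 4 peaks and the MB-3 list 1. The widest DMSO peak, of 2514 bp from 35642941 to 35645454, was kept as an MB-3 peak of 1674 bp from 35643096 to 35644769. The 3 DMSO peaks that overlapped no MB-3 peak lay on both sides of it, with 540 bp from 35641261 to 35641800, 472 bp from 35642339 to 35642810 and 401 bp from 35645683 to 35646083. Their distances to the MB-3 peak were 1296, 286 and 914 bp. Within the window the listed peaks covered 3927 bp in DMSO and 1674 bp in MB-3. All 3 lost peaks were in the range of widths at which most DMSO peaks of the whole list were lost. Peaks at Sall4 were not analysed here.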

We found that individual H3K9ac peaks were lost in the proximal upstream regions of the *Pou5f1/Oct4* locus 28 upon MB‐3 treatment (Fig. 2A), an observation that extended to its regulator *Sall4* 30(Supporting Information File S2). Furthermore, we observed a reduction in H3K9ac in the *Nanog* locus (Fig. 2A), including at a distal H3K9ac‐enriched region which might correspond to an enhancer element 31. 

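In the window of mm9 chromosome 6 drawn around Nanog in Fig. 2A, the DMSO list held 2 peaks and the MB-3 list 1. The wider DMSO peak, 1208 bp from 122658010 to 122659217, was overlapped by the MB-3 peak, which measured 612 bp from 122657946 to 122658557. The other DMSO peak, 432 bp from 122652015 to 122652446, lay 5500 bp from the nearest MB-3 peak and was lost. Listed peaks covered 1640 bp of the window in DMSO and 612 bp in MB-3. As the lists carry positions alone, a change in the height of the kept peak was not analysed here.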

The impact on Nanog prompted us to check whether Kat2a inhibition with MB‐3‐affected heterogeneity of GFP expression in TNGA cells, which has been associated with altered likelihood of pluripotency and differentiation state transitions 24. Indeed, sustained inhibition of Kat2a activity modified GFP expression from the *Nanog* locus, with increased representation of MN cells and a broader distribution of fluorescence intensity values, distinct from the dominant HN observed in control cells (Fig. 2B). A similar increase in Nanog expression heterogeneity could be reproduced in wild‐type E14tg2A mouse ES cells using immunofluorescence staining of endogenous NANOG protein (Fig. 2C), suggesting that the results were not limited to the TNGA genetic background.

**Figure 2:**
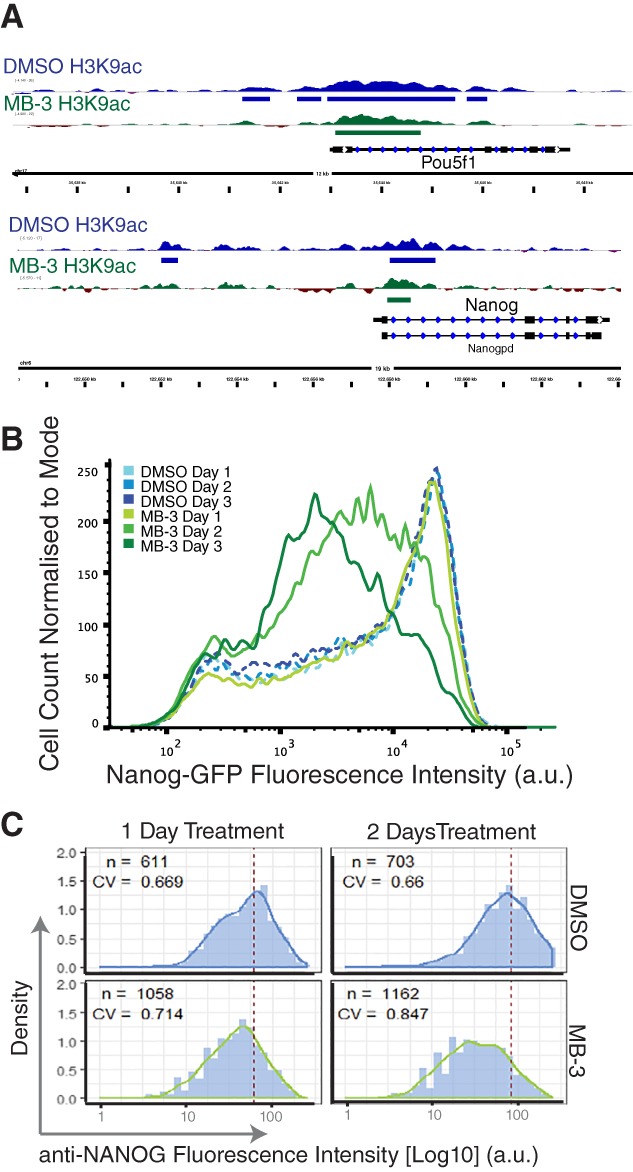
Effect of Kat2a inhibition on Nanog transcriptional heterogeneity. **(A):** Chromatin immunoprecipitation analysis of H3K9 acetylation at the *Pou5f1* (top) and *Nanog* (bottom) loci, showing reduction in height and peak width/number upon MB‐3 treatment. There is specific loss of H3K9ac at the *Pou5f1* promoter immediately upstream of exon E1 included in the pluripotency‐associated Oct4a transcript and protein isoform 29. **(B):** Flow cytometry analysis of heterozygous GFP expression from the *Nanog* locus in TNGA cells upon 1–3 days of MB‐3 treatment; data representative greater than five independent observations. **(C):** Equivalent increase in heterogeneity observed in wildtype E14tg2A cells stained with NANOG antibody (see Supporting Information Methods for quantification details). Abbreviations: CV, coefficient of variation; DMSO, dimethyl sulfoxide; GFP, green fluorescent protein.

Knockdown of *Kat2a* expression, through lentiviral‐delivered short hairpin RNAs, supports the specificity of inhibitor activity. Kat2a depletion in TNGA cells increases heterogeneity in the distribution of Nanog levels in a manner proportional to the level of Kat2a knockdown, with accumulation of MN and LN cells (Supporting Information Fig. S1A). Similar results are obtained in the Nanog‐VNP cell line 15(Supporting Information Fig. S1B), in which MB‐3 treatment also results in a shift toward lower Nanog levels (Supporting Information Fig. S1C). Overall, the results indicate that loss of Kat2a activity impacts variability of Nanog expression in a manner suggestive of enhanced transition out of pluripotency, as represented by high Nanog levels. We pursued these findings at a functional level to determine the associated impact on cellular state.

### Kat2a Inhibition Impacts Mouse ES Cell Pluripotency and Differentiation

We tested the functional impact of Kat2a inhibition on pluripotency by treating TNGA, E14tg2a, and Nanog‐VNP cells with MB‐3 or DMSO in conventional serum and LIF‐containing culture conditions (ESLIF; Fig. 3A). After 1–3 days of treatment, we washed off the inhibitor, and cultured the cells under stringent naïve pluripotency “2i” conditions 32, after which we quantified the number of undifferentiated alkaline phosphatase‐positive colonies obtained. While DMSO exposure had no effect on colony formation, cells exposed to MB‐3 gradually lost the capacity to establish pluripotent colonies (Fig. 3B), compatibly with an increased probability of exiting the pluripotent state. In agreement with these findings, TNGA cells newly cultured in 2i conditions from ESLIF routine culture, in the presence of MB‐3, show a broader GFP peak (Supporting Information Fig. S2A), which is lost as cells undergo increased apoptosis (Supporting Information Fig. S2B), presumably because of the inability of 2i medium to sustain primed and committed states. Cells cultured in ESLIF, conversely, do not show increased apoptosis (Supporting Information Fig. S2B), and their cell cycle status is also not affected (Supporting Information Fig. S2C). Interestingly, cells adapted to 2i conditions over several passages are unaffected by Kat2a inhibition by 2i + MB‐3 treatment (Supporting Information Fig. S2D), which may reflect a change of epigenetic control, and is not dissimilar to loss of Nanog itself in mouse ES cells.

**Figure 3:**
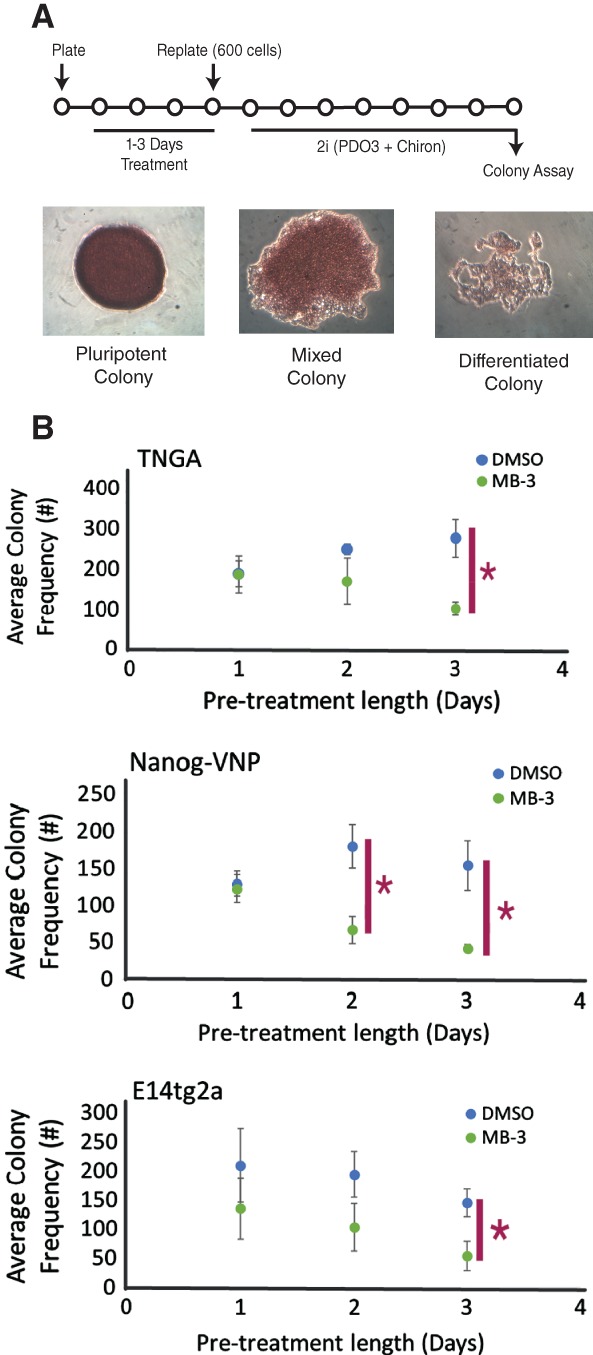
Effects of MB‐3 treatment on naïve pluripotency. **(A):** Experimental design: TNGA cells treated with MB‐3 or DMSO in ESLIF (1–3 days), followed by passaging at clonal density and culture in 2i medium for 7 days. Pluripotency measured by colony number and alkaline phosphatase (AP) staining in colonies, as shown in representative images below. **(B):** Significantly reduced number of AP+ pluripotent colonies from MB‐3‐treated cells after 2i medium switch (n = 3; Student's *t* test, *p* < .05). No significant difference was observed in frequencies of mixed or differentiated colonies (data not shown). Abbreviation: DMSO, dimethyl sulfoxide.

We then asked if Kat2a inhibition promoted differentiation decisions. We took advantage of ES cells with a GFP reporter of ME marker *T* (Brachyury) 22 and treated them for variable periods of time in the presence of DMSO or MB‐3 before washing‐off the treatment and placing the cells under ME‐promoting culture conditions (Fig. 4A). We observed a significant acceleration of T expression in cells exposed to MB‐3 (Fig. 4B). The same, however, was not true of Sox1‐GFP 33 expression in ES cells placed under neuro‐ectodermal (NE) culture conditions after inhibitor treatment (Supporting Information Fig. S2E), suggesting some selectivity in lineage commitment decisions.

**Figure 4:**
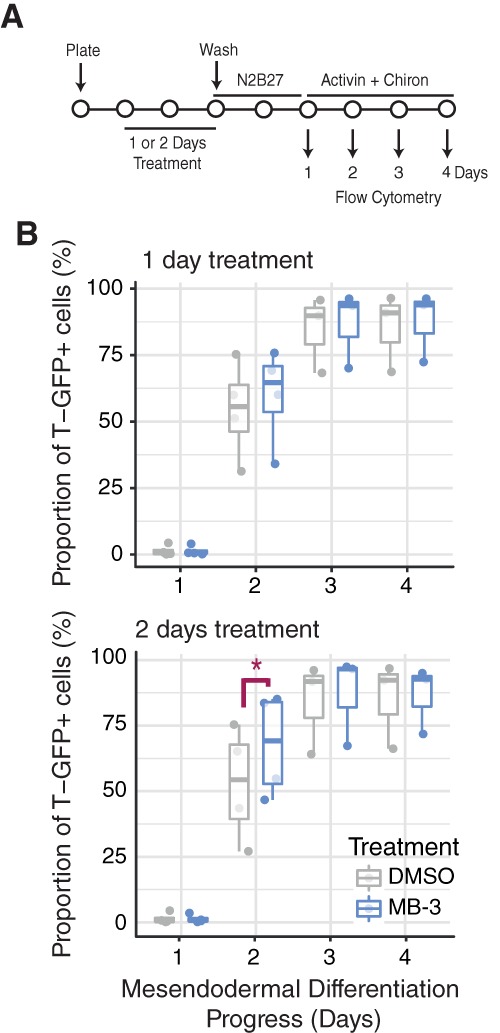
Effect of MB‐3 treatment on mesendodermal differentiation of mouse embryonic stem (ES) cells. **(A):** Mesendodermal differentiation experimental design: Brachyury‐GFP (T‐GFP) cells treated with MB‐3 or DMSO in ESLIF medium (1–2 days) before wash‐off and replating in N2B27 (days 0–1) followed by N2B27 with 100 ng/ml Activin and 3 μM Chiron (days 2–4). Flow cytometry was used to quantify the proportion of GFP+ cells on days 1–4 of differentiation. **(B):** Exposure of mouse ES cells to MB‐3 for 2 days significantly anticipates detection of T‐GFP expression, indicative of accelerated ME commitment (n = 4). Paired Student's *t* test. *p < .05. Abbreviations: DMSO, dimethyl sulfoxide; GFP, green fluorescent protein.

### Kat2a Inhibition Captures a MN Transition State in Mouse ES Cells

The impact of MB‐3 treatment on pluripotency and ME differentiation is suggestive of a change in the probability of state transition, rather than with an absolute requirement to either state. To measure the probability of ES cells moving from pluripotency toward priming and commitment and the reversibility of these transitions, we used the TNGA cells and modeled rates of transition between HN (pluripotent), MN (primed), and LN (committed) states upon treatment exposure and wash‐off (Fig. 5A; see section for details).

**Figure 5:**
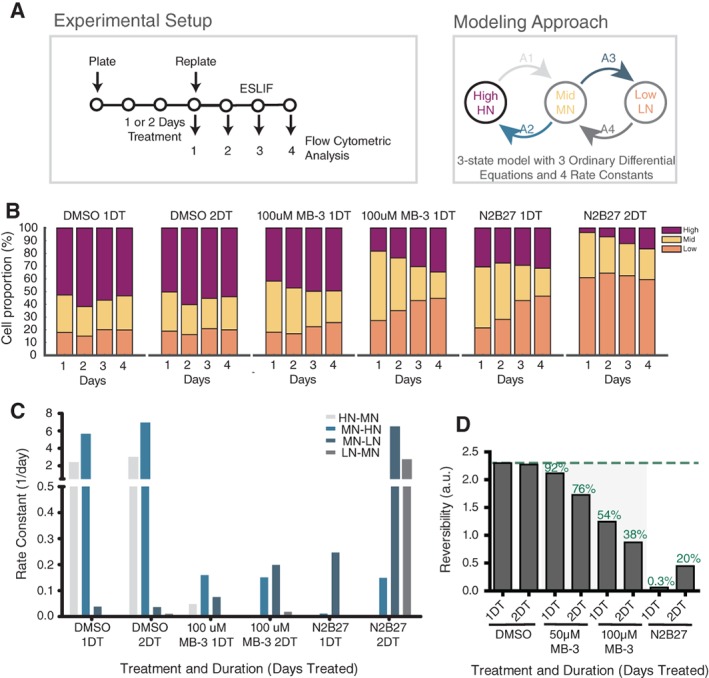
Inhibition of Kat2a catalytic activity affects reversibility of commitment decisions in TNGA mouse embryonic stem cells. **(A):** Experimental design of wash‐off experiments (left) and modeling approach (right). TNGA cells were cultured for 1–2 days in ESLIF medium with MB‐3 (50 or 100 μM) or DMSO, or in N2B27 differentiation medium. Cells were washed off the treatment, and cultured for up to 3 days in ESLIF, with daily monitoring of Nanog‐GFP profile. Four independent biological replicas were performed for accurate model fitting. A model was constructed using the proportion of cells in each of the three HN, MN, and LN states with four kinetic parameters (A1‐4; see Supporting Information Methods). **(B):** Proportion of cells assigned to each state (HN, MN, or LN) on each day of the protocol, per treatment. **(C):** Kinetic modeling of transition rates between HN, MN, and LN states in response to transient exposure to MB‐3 (DMSO or N2B27, controls). HN‐to‐MN represents exit from pluripotency/commitment to differentiate; MN‐to‐LN represents differentiation; reversibility of either decision is given by the reverse transition probability. **(D):** Reversibility indices (MN‐to‐HN + LN‐to‐MN)/(HN‐to‐MN + MN‐to‐LN) for different doses and durations of treatment. Green text indicates equivalent percentage of DMSO treatment. Abbreviations: DMSO, dimethyl sulfoxide; DT, days treatment; GFP, green fluorescent protein; HN, high Nanog‐GFP; MN, mid Nanog‐GFP; LN, low Nanog‐GFP.

DMSO‐treated cells were unchanged by the treatment and transited between HN and MN states with a slight advantage toward the reverse movement, sustaining a dominant HN population. N2B27‐treated cells showed a clear movement toward the LN state, denoting irreversible differentiation, which was dependent on the duration of treatment. MB‐3‐treated cells displayed a unique pattern of long‐term retention in the MN state, with slow transition rates in either direction and a progressive dose and time‐dependent decrease in reversibility (Fig. 5B, 5C and Supporting Information Fig. S3A, S3B). A similar pattern was observed in TNGA sorted as MN and exposed to MB‐3 (Supporting Information Fig. S3C). Overall, the data suggest that inhibition of Kat2a‐mediated acetylation permits the capture of mouse ES cells at the exit of pluripotency; in doing so, it may enrich for an otherwise fleeting state of transition out of pluripotency and into early ME differentiation.

### MB‐3‐Driven Pluripotency‐To‐ME Transition Associates with Transcriptional Heterogeneity

We next sought to characterize the transcriptional architecture of the transition state at single‐cell resolution by interrogating individual cells captured from MB‐3 and DMSO‐treated cultures of mouse TNGA ES cells. We used scRT‐qPCR transcriptional profiling and determined the presence, level, and heterogeneity of expression of a selection of 92 genes with roles in ES cell pluripotency and differentiation (Supporting Information Fig. S4A). We excluded LN cells to avoid the confounding effect of irreversibly committed or differentiated cells, and analyzed 90 TNGA cells from ESLIF cultures, which are permissive to priming, and 138 from recently established naïve 2i cultures, which respond to MB‐3 treatment with a broadened peak of GFP fluorescence intensity (Supporting Information Fig. S2A), but do not sustain priming of differentiation programs. Global representation of the transcriptional programs of individual TNGA cells under the different experimental conditions shows an evident separation between the transcriptional spaces occupied by naïve and primed pluripotency. Importantly, it also reveals that the transcriptional space occupied by MB‐3‐treated 2i cells is in closer proximity to primed pluripotency than control (DMSO‐treated) 2i cells (Fig. 6A), suggesting a requirement for Kat2a activity in establishing or maintaining pluripotency. This is consistent with the findings of Dent and colleagues 26, who identified a requirement for Kat2a in coordination with Myc in establishing induced pluripotency upon reprograming of differentiated somatic cells. In contrast, Kat2a active and inactive primed pluripotency transcriptional landscapes are closely overlapping (Fig. 6A), which may partly reflect the exclusion of cells with lower levels of Nanog, and also denote the slow transit of MB‐3 treated cells out of the primed self‐renewal (Supporting Information Fig. S3B).

**Figure 6:**
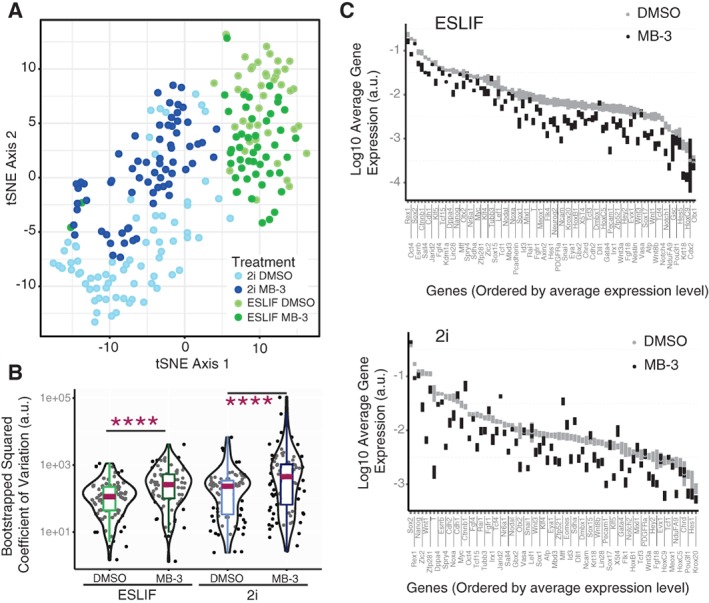
MB‐3 treatment of TNGA mouse embryonic stem cells results in increased transcriptional heterogeneity from key pluripotency and differentiation regulatory loci. **(A):** T‐distributed stochastic neighbor embedding (t‐SNE) plot of transcriptional profiles of individual TNGA cells treated with DMSO or MB‐3 in ESLIF and 2i conditions. **(B):** Overall changes in gene expression squared coefficient of variation between DMSO and MB‐3‐treated cells assayed from ESLIF (left) and 2i (right) culture conditions (paired Student's *t* test, *p* < .0001). **(C):** Ordered representation of gene expression changes between DMSO and MB‐3‐treated TNGA cells in ESLIF (top) and 2i (bottom) conditions. Mean expression represented as dot, standard error of the mean is represented as vertical bars. Abbreviation: DMSO, dimethyl sulfoxide.

We inspected the specific changes in single‐cell gene expression patterns imposed by MB‐3 treatment which underlay a misconfiguration of the 2i transcriptional state. We noted that MB‐3 treated cells in naïve pluripotent conditions significantly enhanced cell‐to‐cell variability, or heterogeneity, of gene expression levels relative to control (Fig. 6B and Supporting Information File S5), a finding reminiscent of the role of Kat2a yeast homolog Gcn5 in transcriptional noise 34. A similar significant gain of gene expression variability was also observed in primed cells upon MB‐3 treatment (Fig. 6B and Supporting Information File S5). Increased heterogeneity occurred at all levels of average gene expression (Supporting Information Fig. S4B), and with no significant change to average gene expression levels (Fig. 6C and Supporting Information Fig. S4D). Frequency of gene expression was more dynamic between conditions, with minimal changes in ES‐LIF, and some significant gains and losses in 2i in the presence of MB‐3 (Supporting Information Fig. S4C). We did not observe the presence of new cell clusters within ES‐LIF or 2i cultures upon MB‐3 treatment (Supporting Information Fig. S4E), suggesting that the observed gain in heterogeneity upon Kat2a inhibition results from transcriptional perturbation and does not arise from the de novo emergence of new cell populations. We sought to articulate changes in gene expression frequency and variability of transcript levels through inference of GRNs, to understand the contribution of transcriptional heterogeneity to regulatory programs at the exit of pluripotency.

### MB‐3‐Driven Reconfiguration of GRNs Is Centered on Noise and H3K9ac Changes

We focused on control and MB‐3 treated cells in 2i culture conditions, where the transcriptional distance between states is more notable, and attempted to infer GRNs through a combination of binary and correlation methods we recently used in an adult differentiation system 35 (Supporting Information File S6). Given the proposed association from our data between loss of Kat2a‐dependent H3K9ac and gene expression variability, we asked if this phenomenon might be instrumental in reconfiguring GRNs. Reassuringly, the inferred control network was strongly nucleated in pluripotency factor *Oct4/Pou5f1* (Fig. 7A), as well as in Wnt signaling elements *Ctnnb* and *Cdh1*, which likely reflect GSK‐dependent Wnt activation in 2i culture conditions. Upon MB‐3 treatment, we observed a specific reduction of network connectivity amongst nodes dependent on Kat2a activity for H3K9ac (Fig. 7B). Pluripotency regulators *Pou5f1* and *Sall4*, as well as *Jarid2* showed complete loss of connectivity upon Kat2a inhibition, while the network around *Cdh1* was greatly reduced (Fig. 7A, 7B). Importantly, when focusing on remodeled edges built around the respiratory chain component *Ndufa9* and differentiation factor *Mff*, both H3K9ac differential targets, we observed that the new connections established upon MB‐3 treatment were with genes presenting significantly higher CV gains relative to non‐remodeled edges (Fig. 7C); as a trend, gains in CV were also higher relative to edges exclusively detected in DMSO‐treated cultures. A similar pattern of higher CV gains upon Kat2a inhibition was not observed in remodeled edges around nodes not strictly dependent on Kat2a for H3K9ac (Fig. 7D), suggesting a direct contribution to locus regulation. Furthermore, in interrogating the networks for genes exclusively connected upon Kat2a inhibition, we found that these presented higher CV gains than those genes exclusively present in the control network (Fig. 7E), suggesting a role for noise in network maintenance and reconfiguration.

**Figure 7:**
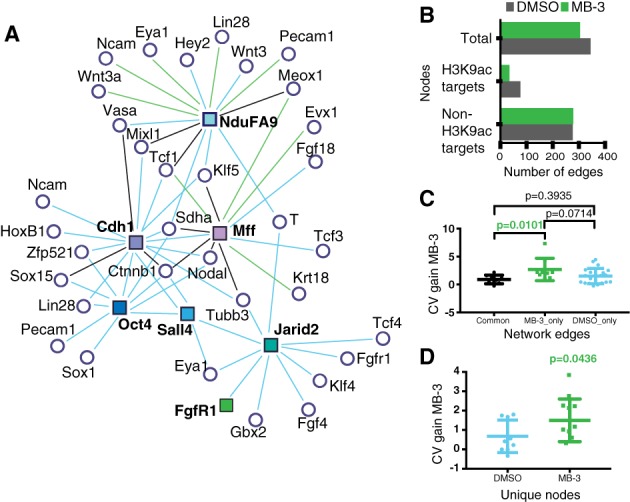
Network analysis of MB‐3‐treated cells shows destabilization following Kat2a inhibition. **(A):** Association network diagrams of Kat2a‐dependent H3K9ac target genes upon DMSO and MB‐3 treatment. Square nodes, Kat2a‐dependent H3K9ac target genes; white nodes, correlated genes; edge color, correlation observation in each condition (black = common; blue = DMSO only, green = MB‐3 only). **(B):** Enumeration of total network edges centered on Kat2a‐dependent H3K9ac target and nontarget genes upon treatment of TNGA embryonic stem (ES) cells in 2i with either DMSO or MB‐3. **(C):** Coefficient of variation (CV) gain [(CV_MB‐3_‐CV_DMSO_)/CV_DMSO_] for DMSO unique, MB‐3 unique, and common edges in the remodeled networks centered on Kat2a‐dependent H3K9ac targets (shown in A and B). **(D):** CV gain in network nodes exclusively present in DMSO or MB‐3 treatment of TNGA ES cells in 2i. All analyses used paired Student's *t* test. Abbreviation: DMSO, dimethyl sulfoxide.

The nature of the genes unique to each network underlies the phenotypes observed. In addition to *Pou5f1*, *Sall4*, and *Jarid2*, the control network uniquely also includes Fgf signaling elements, recently reported to be regulated by Kat2a 27, and *Id3*, a BMP target 21. Amongst the nodes specific to the MB‐3 network are endodermal (*Afp*), mesodermal (*Chrd*, *Wnt3a*) and NE (*Dmbx1*, *Evx1*) differentiation genes. Interestingly, the MB‐3 network also uniquely includes *Nanog*, whose presence in the network may reflect capture of the proposed early transition state into commitment (Fig. 5 and Supporting Information Fig. S3). Overall, our data support the notion that MB‐3‐mediated loss of H3K9ac at target loci critically reconfigures the architecture of the GRN sustaining pluripotency, through a direct effect on variability of gene expression.

## Discussion

We have shown that changes in the activity of the histone acetyl‐transferase Kat2a deplete a significant proportion of H3K9 acetylation sites at promoter locations and alter gene expression heterogeneity in mouse ES cells. Affected loci include key components of the pluripotency network, as well as general metabolic categories, which suggests that this mode of action may be extended to other cell types and developmental contexts. We have estimated heterogeneity on the basis of expression level CV and shown that Kat2a‐inhibited cultures exhibited higher CVs than controls, particularly when probed from naïve (2i) pluripotency conditions. Functionally, this translated into a curtailed ability to establish naïve pluripotency and an increased propensity to initiate ME differentiation, best explained by an increased probability to irreversibly exit the pluripotent state, without accompanying changes in cell cycle or apoptosis. Our recent report that loss of KAT2A can promote differentiation of human leukemic cells 20 is compatible with a generalization of the principles established in this work.

Notably, the radical changes observed upon MB‐3 treatment occur with minimal perturbation of average gene expression levels, sustaining the notion that variability of gene expression can, in itself, alter the probability of state transitions of individual cells. This is compatible with our previous observations in the hematopoietic system that lineage specification can be consequent to distinct individual molecular events, which are stochastic in nature and independently drive reorganization of transcriptional programs 9. Indeed, in mouse ES cells treated with MB‐3 and sampled from a newly established naïve pluripotency state, transcriptional heterogeneity resulted in a dramatic reconfiguration of GRNs, with destabilization of *Pou5f1/Oct4* connectivity, as well as of other transcriptional and signaling regulators of pluripotency, including transcriptional and cell–cell adhesion components of the Wnt pathway. Furthermore, GRN remodeling observed upon Kat2a inhibition included novel associations suggestive of differentiation, but also concomitant nucleation of the networks by *Nanog*, likely denoting the capture of an early and normally transient state in which differentiation programs are primed in the context of a subsisting pluripotency network. Although it was not based on known interactions, our experimental and modeling data lend support to this interpretation.

The underlying transcriptional variability that accompanies capture of the MN transition state is reminiscent of other transition events associated with enhanced heterogeneity 2, 3, 5, 7. Recently, it was suggested that heterogeneity of expression levels occurs primarily in genes which decrease their expression at fate decisions 36 but that this heterogeneity resolves on commitment to a stable, differentiated state, requiring a dynamic means of transcriptional regulation. In line with this view, Ahrends et al. 1 have modeled the contribution of transcriptional noise during commitment and progression and adipocyte differentiation and found that while low levels of noise ensure lineage commitment, noise must be limited for differentiation to progress. Lysine acetylation is a highly dynamic post‐translational modification, and selective perturbation of H3K9 acetylation constitutes an interesting regulatory paradigm, as it associates with maintenance, but not with initiation, of transcriptional activity 37. As such, reduction in H3K9 acetylation at specific loci is likely to destabilize, but not abolish, the transcriptional processes, and result in stochastic gene expression, on which other more stable epigenetic marks can act. At a molecular level, our results mirror the effects of the yeast Kat2a homolog Gcn5 on transcriptional noise 18, 34, and thus suggest that in eukaryotes, H3K9 acetylation may play a central role in the control of heterogeneity. Our observations also suggest that dynamic control of transcriptional noise may be key to efficient state transitions.

Early reports on Kat2a null mouse ES cells did not indicate a requirement for maintenance of pluripotent cultures 38. However, they did denote an acceleration of differentiation of embryoid bodies, and reduced contribution to chimaeras, both of which are compatible with our observed destabilization of pluripotency and anticipation of early ME differentiation, as well as with the proposition that persistent high noise levels prevent terminal execution of lineage programs. Indeed, Kat2a‐null embryoid bodies, particularly in a conditional knockout framework, constitute a good system in which to test the contribution of gene expression heterogeneity at different stages of differentiation progression, and in different lineages. Recent detailed analysis of the molecular pathways underlying the Kat2a null defects in embryoid bodies 27 identified an association with general metabolic pathways, which we also see in our work, and a specific defect in Fgf signaling. Although Fgf signaling is actively repressed in our experimental context, it is noteworthy that Fgfr1 is a direct target of Kat2a‐mediated H3K9 acetylation, and that Fgf4 and Fgfr1 exhibit reduced network connectivity and increased variability of gene expression upon MB‐3 treatment.

Finally, it should be noted that we conducted the molecular analyses using MB‐3 chemical inhibition of Kat2a at fairly high concentration which has known limitations 39; however, we were able to validate the cellular consequences of Kat2a inhibition with gene expression knockdown, suggesting that the observed results are biologically specific to Kat2a. We also used various mouse ES cell lines, including TNGA cells that allow for the direct exclusion of committed cells and the verification of increased culture heterogeneity by a simple measure. TNGA are heterozygous for Nanog, and consequently partially defective for the autoregulatory loop that maintains Nanog expression 16 and re‐enforces pluripotency. The loss or inhibition of Kat2a in these cells may be sufficient to affect the metastability of the primed pluripotency state and enhance heterogeneity. The reproducibility of cellular events in non‐TNGA cells suggests a more universal mechanism of noise enhancement, but this may need to be experimentally validated in other ES cell lines, and distinct cell types. Along the same line, it will be interesting to test whether other epigenetic regulators suggested to regulate transcriptional noise in yeast 18 have a similar impact on exit from pluripotency, or if sequence editing of locus‐specific regulatory elements targeted by H3K9 acetylation promotes exit from pluripotency in wild‐type mouse ES cells. The recent demonstration that locus‐specific editing of promoter acetylation alters the frequency of transcriptional bursting 40, which may in turn modify transcriptional noise 18, supports the feasibility of the proposed approaches. The on‐going expansion of CRISPR‐based tools for gene and epigenetic editing 41 should further assist in these experiments and provide an invaluable resource for dissection of cell state transitions in multiple stem cell systems and during development.

## Conclusion

In summary, we use Kat2a inhibition in mouse ES cells to establish a relationship between transcriptional heterogeneity and cell fate transitions, through manipulation of promoter acetylation and with destabilization of underlying transcriptional networks. This relationship may extend to other normal and malignant stem cell systems.

## Author Contributions

N.M.: conception and design, collection and assembly of data, data analysis and interpretation, manuscript writing, final approval of manuscript; S.E.: collection and assembly of data, data analysis and interpretation, final approval of manuscript; D.S.: data analysis and interpretation, final approval of manuscript; R.K.: data analysis and interpretation, final approval of manuscript; A.F.D.: collection and assembly of data, final approval of manuscript; T.B.: collection and assembly of data, final approval of manuscript; M.F.: supported data analysis and interpretation, final approval of manuscript; C.P.: conception and design, data analysis and interpretation, financial support, manuscript writing, final approval of manuscript.

## Disclosure of Potential Conflicts of Interest

The authors indicated no potential conflicts of interest.

## Supporting information

**Supplementary File 1**. ChIP‐seq peak coordinates for H3K9ac binding in DMSO and MB‐3‐treated TNGA ES cells. Click here for additional data file.

**Supplementary File 2**. Nearest gene to DMSO exclusive H3K9ac peaks −1 to +0.5 kb of the transcriptional start site (TSS). Click here for additional data file.

**Supplementary File 3**. Gene Ontology classification of DMSO exclusive H3K9ac TSS peaks (PANTHER vs.13.1 over‐representation test; Binomial test with Bonferroni correction, p < .05; fold change cut‐off 1.5) Click here for additional data file.

**Supplementary File 4**. RNA‐seq differential gene expression analysis of TNGA ES cells treated with MB‐3 vs. DMSO. (Analysis performed using DESeq2; lfcSE: log2 fold change standard error, stat: test statistic, FDR: false discovery rate) Click here for additional data file.

**Supplementary File 5**. Coefficient of variation (CV) calculations for individual genes analyzed by single‐cell qRT‐PCR in TNGA ES cells treated with DMSO and MB‐3 in SL and 2i culture conditions. Click here for additional data file.

**Supplementary File 6**. Significant network associations (Spearman correlation and Odds Ratio) in TNGA ES cells treated with DMSO and MB‐3 in 2i conditions. Click here for additional data file.

**Supplementary Figure 1**. MB‐3 treatment of mouse ES cells results in enhanced heterogeneity of gene expression from endogenous and reporter *Nanog* loci. A. Kat2a knockdown by shRNA in TNGA cells increases the mid Nanog‐GFP population proportionally to degree of knockdown. Lower panel shows the correlation between knockdown efficiency (Kat2a expression level assessed by RT‐qPCR) and heterogeneity of Nanog expression (Robust CV of Nanog‐GFP profiles) at Day 8 after transfection. Representative example from 2 biological replicates. **B.** Kat2a knockdown is also achieved in the destabilized reporter line, Nanog‐VNP, with equivalent linear relationship between knockdown efficiency (24 hours after transfection) and increase in Nanog‐VNP heterogeneity (Day 6). Representative example from 2 biological replicates. **C.** Destabilized Nanog reporter expression, Nanog‐VNP, following 1 day (left) or 2 days (right) MB‐3 treatment. Click here for additional data file.

**Supplementary Figure 2**. MB‐3 treatment does not change apoptosis or cell cycle of mouse ES cells and has no effect on neuro‐ectodermal differentiation. A. TNGA cell fluorescence profile upon exposure to MB‐3 or DMSO in the presence of 2i medium, following routine culture in ESLIF. B. Quantification of apoptosis in TNGA cells in ESLIF supplemented with MB‐3 or DMSO for 1–3 days, or freshly transferred from ESLIF to 2i conditions and similarly treated for 1–3 days with MB‐3 or DMSO. Bar charts summarize average Annexin V+ proportions in high Nanog‐GFP and low Nanog‐GFP populations in 5 independent experiments (mean ± SEM; Student's *t*‐test, * p < .05). C. Representative cell cycle traces of TNGA cells treated with either MB‐3 or DMSO for 2 days in ESLIF conditions. D. After 3 passages in 2i medium, TNGA cells show no alteration of their fluorescence profile when cultured in the presence of MB‐3. E. Effects of exposure of *Sox1‐GFP* mouse ES cells to MB‐3 or DMSO prior to transfer to neuroectodermal differentiation‐promoting conditions (n = 3). No significant differences in GFP levels were detected between the 2 treatments (Paired *t*‐test p > .05). Click here for additional data file.

**Supplementary Figure 3**. Dynamic cell state transitions following MB‐3 treatment. A. Representative flow cytometry plots of Nanog‐GFP levels after 1 day (left panels) or 2 days (right panels) of treatment with DMSO, two concentrations of MB‐3 or N2B27 before exposing to ESLIF (experimental schema in Fig. 3). **B.** A three Gaussian Mixture Model best fits the Nanog‐GFP virtual ensemble distribution. **C.** Sorting of the ESLIF MN population and subsequent culture in ESLIF conditions supplemented with either DMSO or MB‐3 shows similar dynamics to those seen with the reversibility experiment, namely a transition toward both HN and LN states in DMSO, indicative of a transient population, and movement primarily toward the LN state with MB‐3 treatment. Click here for additional data file.

**Supplementary Figure 4**. Single‐cell RT‐qPCR analysis of pluripotency‐ and differentiation‐associated genes. A. Panel of genes selected for analysis at the single‐cell level includes those associated with the pluripotency network and differentiation lineages (upper left) and those associated with signaling pathways (bottom left). Of these, different proportions of genes have H3K9 and H3K14ac associated with their genetic sequences (right). **B.** Individual Squared Coefficient of Variation (CV2) value changes for each gene in 2i (top) and ESLIF (bottom). **C**. Frequency changes of genes based on treatment in ESLIF (left) or 2i (right) where each point represents a frequency of positive gene expression in either DMSO (lighter color) or MB‐3 (darker color) with a line between the two. Red lines represent significant expression frequency changes (Fischer test, p < .05). **D.** Violin‐plot representation of single‐cell RT‐qPCR average gene expression levels upon treatment with DMSO or MB‐3, in ESLIF (SL) and in 2i culture conditions. Differences between treatments are not significant (*t*‐test SL, p = .3498; 2i, p = .07501). **E.** t‐SNE plots of transcriptional profiles of individual TNGA cells treated with DMSO or MB‐3 in either ESLIF (left) or 2i culture conditions (right). Data as in Figure 6A in the main text, but with t‐SNE plots calculated separately for each culture condition. Click here for additional data file.

Appendix S1: Supplementary Material Click here for additional data file.

# Supplementary material for: Histone Acetyltransferase KAT2A Stabilizes Pluripotency with Control of Transcriptional Heterogeneity
**Source:** Stem Cells. 2018 Oct 17;36(12):1828–38. doi: 10.1002/stem.2919
**Supplement:** Supplementary file 11 — Appendix S1: Supplementary Material

**SUPPLEMENTARY FILES**

**Supplementary File 1 (.xls). 

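File S1 gives for each treatment the chromosome, start and end of each peak with the genes assigned to it. In the part used here, the first 1999 of the 11724 DMSO peaks and the first 1999 of the 4673 MB-3 peaks, every position was found in the deposited list of that treatment. The genes were assigned by the authors with GREAT, which links a peak to genes by distance along the genome, so a gene named there lies near the peak and was not measured as its target.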

ChIP-seq peak coordinates for H3K9ac binding in DMSO and MB-3-treated TNGA ES cells.**

**Supplementary File 2 (.xls). Nearest gene to DMSO exclusive H3K9ac peaks -1 to +0.5kb of the transcriptional start site (TSS).**

**Supplementary File 3 (.xls). Gene Ontology classification of DMSO exclusive H3K9ac TSS peaks** (PANTHER vs.13.1 over-representation test; Binomial test with Bonferroni correction, p<0.05; fold change cut-off 1.5)

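File S4 lists a line for each Ensembl gene with the mean of normalized counts over the 6 libraries (baseMean), the log2 fold change of MB-3 against DMSO, its standard error (lfcSE), the test statistic, and the p-value before and after adjustment for the number of genes tested. The part used here holds the first 1999 of its 30533 lines. In these lines the statistic equals the log2 fold change divided by lfcSE to within 0.000103, and the mean normalized count lies within 1% of that computed from the deposited counts for 1982 genes. DESeq2 can draw log2 fold changes towards 0 by a prior, most strongly for genes with few counts or a large spread between replicates, and changes reported in that way are smaller in size than the ratio of the group means.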

**Supplementary File 4 (.xls). RNA-seq differential gene expression analysis of TNGA ES cells treated with MB-3 vs. DMSO.** (Analysis performed using DESeq2; lfcSE: log2 fold change standard error, stat: test statistic, FDR: false discovery rate)

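File S5 holds the coefficient of variation (CV) of each gene over single cells, which is the standard deviation of its expression divided by its mean, for cells treated with DMSO or MB-3 in serum and LIF (SL) or in 2i medium. A gene measured at a low level in few cells has a high CV from sampling alone, so the CV of a gene and its mean level are best read side by side. The measurements of the single cells themselves were not analysed here.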

**Supplementary File 5 (.xls). Coefficient of variation (CV) calculations for individual genes analysed by single-cell qRT-PCR in TNGA ES cells treated with DMSO and MB-3 in SL and 2i culture conditions.**

**Supplementary File 6 (.xls). Significant network associations (Spearman correlation and Odds Ratio) in TNGA ES cells treated with DMSO and MB-3 in 2i conditions.**

**SUPPLEMENTARY TABLES**

**Supplementary Table 1. Primer sequences used for scRT-qPCR experiments.**

**Supplementary Table 2. Taqman assays used for scRT-qPCR experiments.**

| Gene | Reference |
| --- | --- |
| Hprt1 | Mm01545399.m1 |
| Atp5a1 | Mm00431960.m1 |
| Als2 | Mm01255664.m1 |
| Bbs1 | Mm01239251.m1 |
| Ccdc57 | Mm01253284.m1 |
| Cisd3 | Mm01298885.g1 |
| Crem | Mm01230944.g1 |
| Ddit4 | Mm00513313.m1 |
| Dsn1 | Mm00482243.m1 |
| Dusp1 | Mm00457274.g1 |
| Etnk2 | Mm00615296.m1 |
| Fadd | Mm00438861.m1 |
| Hnrnph3 | Mm01032120.g1 |
| Klf4 | Mm00516104.m1 |
| Lrrc57 | Mm00712359.m1 |
| Med18 | Mm00509065.m1 |
| Pink1 | Mm00550827.m1 |
| Poli | Mm01262544.m1 |
| Rfesd | Mm00841715.m1 |
| Scfd2 | Mm00724490.m1 |
| Tmem25 | Mm00503605.m1 |
| Tsn | Mm00457052.m1 |
| Usp2 | Mm00497452.m1 |
| Zfp438 | Mm00724584.m1 |
| Atm | Mm01177457.m1 |
| Brwd1 | Mm01209842.m1 |
| Gpr56 | Mm00817704.m1 |
| Hlf | Mm00723157.m1 |
| Hspa5 | Mm00517690.g1 |
| Jmjd5 (Kdm8) | Mm00513079.m1 |
| Mbd3 | Mm00488961.m1 |
| Meis2 | Mm00487748.m1 |
| Mrps24 | Mm00466026.m1 |
| Myo5C | Mm00520289.m1 |
| Nat10 | Mm00462302.m1 |
| Ncor1 | Mm01333102.m1 |
| Nfe2L1 | Mm00599712.m1 |
| Rai1 | Mm01163529.m1 |
| Rad17 | Mm01288359.m1 |
| Rara | Mm01296312.m1 |
| Rel | Mm01239661.m1 |
| Rpl23 | Mm00787512.s1 |
| Rps6Ka5 | Mm00463868.m1 |
| Smad4 | Mm03023996.m1 |
| Sox17 | Mm00488363.m1 |
| Spry4 | Mm00442345.m1 |
| Top1 | Mm00493749.m1 |
| Ubc | Mm02525934.g1 |

**SUPPLEMENTARY EXPERIMENTAL PROCEDURES**

**Microscopy**

Immunofluorescence microscopy was performed as described [[1](#_ENREF_1)] using a Nanog antibody (14-5761-80, eBioscience) on a Zeiss Axiovert confocal microscope. For quantification of confocal images, nuclei centers were manually selected and the mean fluorescence/cell quantified by average greyscale value using a 16x16 pixel square area around each seed-point with an in-house Python script. Data was analysed using R.

**RNA-sequencing**

RNA was extracted using Trizol reagent (ThermoFisher) as per manufacturer’s instructions, and libraries prepared using PolyA enrichment. All libraries were single-end sequenced on an Illumina HiSeq 4000 instrument. For RNA-seq analysis, trimmed reads were aligned to the mouse mm10 genome using Bowtie for Illumina [[2](#_ENREF_2), [3](#_ENREF_3)] and quantified at exonic regions using the GenomicAlignments Bioconductor package in R [[4](#_ENREF_4)]. Statistical comparison of the DMSO versus the Mb3 treated samples was performed using the DESeq2 package [[5](#_ENREF_5)] with an adjusted p-value cut-off of 0.05. Gene set enrichment analysis was performed using the GSEA tool [[6](#_ENREF_6)] with the RNA-seq gene expression fold changes against a published gene set of 474 Kat2a direct targets [[7](#_ENREF_7)].

**ChIP-sequencing**

Chromatin Immunoprecipitation was performed as published [[8](#_ENREF_8)] using an antibody against H3K9ac (ab4441, AbCam). ChIP sequencing experiments were performed in biological duplicates and data were aligned to the mm9 genome with BWA before merging replicates together with samtools merge [[9](#_ENREF_9)] due to the relatively low number of reads. Top enriched genomic regions compared to the paired input (peaks) were identified from merged samples using MACS2 [[10](#_ENREF_10)]. All peaks with q-value < 10-2 were retained. Gene identities were obtained using Genomic Regions Enrichment of Annotations Tool (GREAT, version 3.0.0; [[11](#_ENREF_11)]) to assign gene identities to the H3K9ac peaks obtained from the DMSO and MB-3-treated cells. Genomic regions for gene identification was restricted to 1kb upstream and 500bp downstream of the TSS, to infer genes regulated at the promoter level. These identities were used to obtain targets unique to DMSO treatment. For these, we used the ENCODE ChIP-Seq Significance Tool [[12](#_ENREF_12)] to obtain putative regulatory transcription factors. Functional classification was performed using the over-representation test for ‘slim’ Gene Ontologies with Binomial test and Bonferroni correction in PANTHER [[13](#_ENREF_13)] vs.13.1.

**Quantitative PCR**

Bulk quantitative RT-PCR was performed following RNA capture by Trizol (ThermoFisher) and reverse transcription by Superscript III RT First Stand Synthesis (ThermoFisher). Quantification was performed with Quantifast SYBR Green (Qiagen), before running on a Rotor-Gene Q (Qiagen) real-time PCR cycler, using primers in Supplementary Table 5-6. Initial sample concentrations were calculated using an in-house MAK2 method.

**Short Hairpin RNA**

Knockdown of Kat2a was performed using short hairpin RNA targeted against Kat2a using the mCherry reporter system from VectorBuilder (Cyagen), using pLV[shRNA]-mCherry-U6>Scramble_shRNA (VB161031-1099uhp; CCTAAGGTTAAGTCGCCCTCG), pLV[shRNA]-mCherry-U6>(Kat2ashRNA) (VB161031-1094sqf; GCTACCTACAAAGTCAATTA), pLV[shRNA]-mCherry-U6>(Kat2ashRNA2) (VB161031-1096tdc; GAGATCATCAAGAAGTTGAT) and pLV[shRNA]-mCherry-U6>(Kat2ashRNA3) (VB161031-1097hsq; GAAGCCTTCTACGGTCCATT). Lentiviral packaging and transduction was performed according to published protocols [[14](#_ENREF_14)].

## Kinetic modelling of Reversibility

## Defining Nanog transcriptional states

The distribution of the Nanog-GFP fluorescence after exposing TNGA cells to 1 or 2 days of either serum + LIF medium supplemented with DMSO or MB-3, or 1-2 days in N2B27 basal differentiation medium was quantified by flow cytometry immediately after treatment and for 1-3 days after the cells had been replated into serum + LIF conditions. The fluorescence distributions from each of these samples (32 in all) were randomly sampled to select *2,290* cells from each condition and combined to an ensemble virtual hybrid histogram and fitted using a Gaussian Mixture Model. This procedure was repeated 1,000 times to make sure there was no bias in sampling the cells from the different conditions. To this virtual hybrid distribution, between *1* and *4* component Gaussians mixture distributions were fitted using the MATLAB function *fitgmdist* [[15](#_ENREF_15)]. The selection of the best fitting was based on the Akaike information criterion (AIC), which includes the negative log likelihood of the fitting and the number of components of the model added as a penalty (the smallest the AIC is the better the fitting is). Following the AIC, *3* Gaussians were found to best fit the dataset.

## Clustering the cells in each condition to the three Nanog subpopulations

The clustering method was based on a soft clustering approach: each cell has a given probability of allocation to any one of the three Gaussians according to the probability density function (PDF) of each of the three components (N(μ_1_, σ^2^_1_), N(μ_2_, σ^2^_2_), N(μ_3_, σ^2^_3_), where μ and σ^2^ donate to the mean and variance respectively of a normal distribution) and their proportion. The cell’s PDF of each component is multiplied by the component proportion, creating 3 weighted PDFs for each cell, normalized by the sum of the 3 PDFs to get probabilities of assigning the cell to the different states.

Using these probabilities, each cell was assigned to one of the three clusters via a random process that was repeated 100 times, which is conclude to an average proportion of cells in each population, alongside confidence interval estimates.

Modelling the transition kinetics between the three Nanog states

A simple model of cells changing their Nanog state amongst HN, MN and LN states was fitted to the clustering output using the following three differential equations:

$$HN\begin{matrix} A1 \\ \rightleftarrows\\ A2 \end{matrix}MN\begin{matrix} A3 \\ \rightleftarrows\\ A4 \end{matrix}LN$$

$$\left( 2 \right) \frac{dHN}{dt}=A_{2}\cdot\left[ MN \right]-A_{1}\cdot\left[ HN \right]$$

$$\left( 3 \right) \frac{dMN}{dt}=A_{1}\cdot\left[ HN \right]+A_{4}\cdot\left[ LN \right]-\left( A_{2}+A_{3} \right)\cdot\left[ MN \right]$$

$$\left( 4 \right) \frac{dLN}{dt}=A_{3}\cdot\left[ MN \right]-A_{4}\cdot\left[ LN \right]$$

A_1_, A_2_, A_3_ and A_4_ in Eq. (2-4) are rate constants with dimension of$\frac{1}{day}$, representing cell movement forward and backward from HN to MN and MN to LN respectively. Estimation of the rate constants was done in an iterative unconstrained nonlinear optimization using the Nelder-Mead simplex algorithm as described in [[16](#_ENREF_16)].

**Single-cell Transcriptional Analysis**

Single cell transcriptional analysis was performed using the Fluidigm Biomark technology. Subsequent quality control was performed, including rejection of genes with aberrant melting curves and rejection of cells without standard expression of the housekeeping control or with fewer than 10% of genes expressed. All analysis was performed using R software, and Ct values were normalized to housekeeping controls (*Atp5a1* and/or *Ppia*) before linearization. Differential gene expression analysis used the nonparametric Mann Whitney U test with a Bonferroni adjusted p-value of 0.05 divided by the number of tests, on continuous expression data. Differences in frequency of expression were assessed with Fishers Exact test, also with a Bonferroni corrected p-value. For dimensionality reduction, the data was scaled in order to utilize the full dataset, namely by log transforming the linearized expression values and translating such that the lowest expression value was 0. t-distributed Stochastic Neighbour Embedding (tSNE) was performed using the Rtsne package [[17](#_ENREF_17)] with parameters of theta=0, max_iter=2000 and perplexity=25. Squared Coefficient of Variation (CV2) estimates for each gene (not including missing values) were bootstrapped and significance tested using the Mann Whitney U test with a Bonferroni corrected p-value; differences in ensemble CV values were tested using the Paired Student’s t-test. For correlation analysis, continuous (levels of expression) and binary (expressed vs. non-expressed) data were handled separately and combined after analysis, as published [[14](#_ENREF_14)]. Briefly, co-expressed continuous gene expression data was correlated using pairwise Spearman’s correlation and those with p < 0.001 with an absolute correlation above 0.6 were retained and plotted. Binarised data, excluding genes for which the proportion of variable cells was <10%, was subjected to an Odds Ratio test and those with an absolute correlation above 0.8 were retained and plotted together with the Spearman correlations. Networks were drawn using the qgraph package in R.

**SUPPLEMENTARY REFERENCES**

1. Kalmar T, Lim C, Hayward P, et al., Regulated fluctuations in nanog expression mediate cell fate decisions in embryonic stem cells. PLoS Biol, 2009. 7(7): p. e1000149.

2. Huber W, Carey VJ, Gentleman R, et al., Orchestrating high-throughput genomic analysis with Bioconductor. Nat Methods, 2015. 12(2): p. 115-21.

3. Langmead B, Trapnell C, Pop M, et al., Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol, 2009. 10(3): p. R25.

4. Lawrence M, Huber W, Pages H, et al., Software for computing and annotating genomic ranges. PLoS Comput Biol, 2013. 9(8): p. e1003118.

5. Love MI, Huber W, and Anders S, Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol, 2014. 15(12): p. 550.

6. Subramanian A, Tamayo P, Mootha VK, et al., Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc Natl Acad Sci U S A, 2005. 102(43): p. 15545-50.

7. Hirsch CL, Coban Akdemir Z, Wang L, et al., Myc and SAGA rewire an alternative splicing network during early somatic cell reprogramming. Genes Dev, 2015. 29(8): p. 803-16.

8. Tzelepis K, Koike-Yusa H, De Braekeleer E, et al., A CRISPR Dropout Screen Identifies Genetic Vulnerabilities and Therapeutic Targets in Acute Myeloid Leukemia. Cell Rep, 2016. 17(4): p. 1193-1205.

9. Li H, Handsaker B, Wysoker A, et al., The Sequence Alignment/Map format and SAMtools. Bioinformatics, 2009. 25(16): p. 2078-9.

10. Zhang Y, Liu T, Meyer CA, et al., Model-based analysis of ChIP-Seq (MACS). Genome Biol, 2008. 9(9): p. R137.

11. McLean CY, Bristor D, Hiller M, et al., GREAT improves functional interpretation of cis-regulatory regions. Nat Biotechnol, 2010. 28(5): p. 495-501.

12. Auerbach RK, Chen B, and Butte AJ, Relating genes to function: identifying enriched transcription factors using the ENCODE ChIP-Seq significance tool. Bioinformatics, 2013. 29(15): p. 1922-4.

13. Mi H, Muruganujan A, Casagrande JT, et al., Large-scale gene function analysis with the PANTHER classification system. Nat Protoc, 2013. 8(8): p. 1551-66.

14. Pina C, Teles J, Fugazza C, et al., Single-Cell Network Analysis Identifies DDIT3 as a Nodal Lineage Regulator in Hematopoiesis. Cell Rep, 2015. 11(10): p. 1503-10.

15. McLachlan GJ and Peel D, Finite mixture models. 2000, New York ; Chichester: Wiley.

16. Lagarias JC, Reeds JA, Wright MH, et al., Convergence properties of the Nelder-Mead simplex method in low dimensions. Siam Journal on Optimization, 1998. 9(1): p. 112-147.

17. van der Maaten L and Hinton G, Visualizing Data using t-SNE. Journal of Machine Learning Research, 2008. 9: p. 2579-2605.

**SUPPLEMENTARY FIGURE LEGENDS**

**Supplementary Figure 1. MB-3 treatment of mouse ES cells results in enhanced heterogeneity of gene expression from endogenous and reporter *Nanog* loci. A.** Kat2a knockdown by shRNA in TNGA cells increases the mid Nanog-GFP population proportionally to degree of knockdown. Lower panel shows the correlation between knockdown efficiency (Kat2a expression level assessed by RT-qPCR) and heterogeneity of Nanog expression (Robust CV of Nanog-GFP profiles) at Day 8 after transfection. Representative example from 2 biological replicates. **B.**  Kat2a knockdown is also achieved in the destabilised reporter line, Nanog-VNP, with equivalent linear relationship between knockdown efficiency (24 hours after transfection) and increase in Nanog-VNP heterogeneity (Day 6). Representative example from 2 biological replicates. **C.** Destabilised Nanog reporter expression, Nanog-VNP, following 1 day (left) or 2 days (right) MB-3 treatment.

**Supplementary Figure 2. MB-3 treatment does not change apoptosis or cell cycle of mouse ES cells and has no effect on neuro-ectodermal differentiation.** **A.** TNGA cell fluorescence profile upon exposure to MB-3 or DMSO in the presence of 2i medium, following routine culture in ESLIF. **B.** Quantification of apoptosis in TNGA cells in ESLIF supplemented with MB-3 or DMSO for 1-3 days, or freshly transferred from ESLIF to 2i conditions and similarly treated for 1-3 days with MB-3 or DMSO. Bar charts summarize average Annexin V+ proportions in high Nanog-GFP and low Nanog-GFP populations in 5 independent experiments (mean ±SEM; Student’s t-test, * p < 0.05). **C**. Representative cell cycle traces of TNGA cells treated with either MB-3 or DMSO for 2 days in ESLIF conditions. **D.** After 3 passages in 2i medium, TNGA cells show no alteration of their fluorescence profile when cultured in the presence of MB-3. **E.** Effects of exposure of *Sox1-GFP* mouse ES cells to MB-3 or DMSO prior to transfer to neuroectodermal differentiation-promoting conditions (n=3). No significant differences in GFP levels were detected between the 2 treatments (Paired t-test p > 0.05).

**Supplementary Figure 3. Dynamic cell state transitions following MB-3 treatment. A.** Representative flow cytometry plots of Nanog-GFP levels after 1 day (left panels) or 2 days (right panels) of treatment with DMSO, two concentrations of MB-3 or N2B27 before exposing to ESLIF (experimental schema in Figure 3). **B.** A three Gaussian Mixture Model best fits the Nanog-GFP virtual ensemble distribution. **C.** Sorting of the ESLIF MN population and subsequent culture in ESLIF conditions supplemented with either DMSO or MB-3 shows similar dynamics to those seen with the reversibility experiment, namely a transition towards both HN and LN states in DMSO, indicative of a transient population, and movement primarily towards the LN state with MB-3 treatment.

**Supplementary Figure 4. Single-cell RT-qPCR analysis of pluripotency- and differentiation-associated genes. A.** Panel of genes selected for analysis at the single-cell level includes those associated with the pluripotency network and differentiation lineages (upper left) and those associated with signalling pathways (bottom left). Of these, different proportions of genes have H3K9 and H3K14ac associated with their genetic sequences (right). **B.** Individual Squared Coefficient of Variation (CV2) value changes for each gene in 2i (top) and ESLIF (bottom). **C**. Frequency changes of genes based on treatment in ESLIF (left) or 2i (right) where each point represents a frequency of positive gene expression in either DMSO (lighter color) or MB-3 (darker color) with a line between the two. Red lines represent significant expression frequency changes (Fischer test, p < 0.05). **D.** Violin-plot representation of single-cell RT-qPCR average gene expression levels upon treatment with DMSO or MB-3, in ESLIF (SL) and in 2i culture conditions. Differences between treatments are not significant (t-test SL, p = 0.3498; 2i, p = 0.07501). **E.** t-SNE plots of transcriptional profiles of individual TNGA cells treated with DMSO or MB-3 in either ESLIF (left) or 2i culture conditions (right). Data as in Fig. 6A in the main text, but with t-SNE plots calculated separately for each culture condition.

How the deposited data were processed for this re-analysis (not part of the article)

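The re-analysis covered the 6 RNA-seq libraries (3 cultures treated with DMSO and 3 treated with 100 μM MB-3 for 48 hours) and the H3K9ac peak lists of the DMSO and MB-3 treatments, all from TNGA mouse ES cells in serum and LIF. Each library was assigned to its treatment and replicate letter from the sample labels, read beside the paper's methods.

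For RNA-seq, the authors aligned trimmed single-end reads to mm10 with Bowtie, counted them at exons with GenomicAlignments, and deposited raw counts per Ensembl gene; the versions, the annotation release and the use of strand are not stated in the paper's text. The table holds 30677 genes, 0 rows that name no gene and 0 columns that were not used. Of its identifiers, 30540 were paired with a symbol and with coordinates in GENCODE M21, which is on GRCm38, the assembly that mm10 denotes. The depth was 46863700 to 51137896 counts per DMSO library and 42270312 to 49334434 per MB-3 library, and the median standard error of a log2 fold change was 0.10. For ChIP-seq, the authors aligned duplicates to mm9 with BWA, merged them, called peaks against input with MACS2, and deposited positions only, as 3 columns without a score. The positions were kept on mm9 and were not converted. A DMSO peak on chromosome 1 from 196957341 to 196957789 lies past the end of that chromosome in GRCm38, at 195471971, so the lists are not on GRCm38. Start positions were raised by 1 to count from 1 as a genome browser does. With no annotation of mm9 at hand, peaks were not assigned to genes, and the comparison of differentially expressed genes with genes near lost peaks was not made.

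Differential expression was computed with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr (20027 of 30677), library sizes were normalized by TMM, and glmQLFit and glmQLFTest compared MB-3 with DMSO with treatment as the only term. P-values were adjusted by the Benjamini-Hochberg method, with 0.05 as the threshold, and a change of at least 2-fold was a log2 fold change of at least 1 in size. Levels in CPM are counts scaled by the normalized library size, given as mean ± SD over 3 libraries. Genes that overlap another gene on the opposite strand were marked as uncertain, which concerned 15 of the 41 differentially expressed genes. The mark also applies to Bcl11a, Tbx3, Dnmt3b, Kat2b, Ndufa9, Mff, Ctnnb1, Fgfr1, Chrd and Evx1, although it is not repeated wherever their values are given. Gene lists were tested with camera (limma 3.58.1, inter-gene correlation 0.01) on the same fit. The lists were the Kat2a panel of Supporting Information Table S2 and 10 marker lists, for naive, general and primed pluripotency, mesendoderm, extraembryonic endoderm, neuroectoderm, simple epithelium, fibroblast-like cells, the contractile and serum response, and the interferon response. The marker lists were written before the counts were seen, but after the top of File S4 had been read, where Krt8, Krt19, Tagln, Vim, S100a6, Thbs1, Serpinh1, Nes, T and Col5a1 stand. A further 3 lists, for Nrf2, LIF and Atf4 responses, were written after the differentially expressed genes were seen. The mean of a list in a library is the mean of log2(CPM + 0.1) over its tested genes. Peak lists were compared by overlap in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The plots were drawn with matplotlib 3.10.9.

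The procedure was tested on simulated data with the means and library sizes of these libraries. Among 20027 simulated genes with 200 changed by known folds, the edgeR test with 3 libraries per group called 82.0% of the changed genes, 89.3% of those changed 2-fold or more and 60.0% of those changed 1.5-fold. Of its calls, 8.89% were unchanged genes, and the fitted log2 fold changes had a slope of 0.997 on the true ones. With DESeq2's prior on the fold change the slope was 0.515. In simulated data of 19806 genes, camera gave an unadjusted p-value under 0.05 for 3% of 100 random lists. The counts of each gene were drawn independently, without variation shared between genes or by replicate letter. The 3% therefore cannot check the camera p-values of marker lists whose genes vary together between cultures.

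Genes named in the text were fixed by rule before the data were examined, as were the main settings, the alternatives and the tests, except where stated otherwise. The rule named the genes labelled in Fig. 1D, other genes the paper names, the 5 largest rises and 5 largest falls among differentially expressed genes whose groups did not overlap, and members of a marker list or of the panel that were differentially expressed. Results for some of these genes are left out of the text. Among the genes the paper names, Wnt3a had 3 to 11 counts per library and was not tested, and Afp is not listed in the count table. Peaks named in the text were those in the windows of Fig. 2A, those that the part of File S1 used here assigns to a named gene, and the 3 widest of each list and of the peaks found in DMSO only. The alternatives were other normalizations (RLE, upper quartile), other filters on low counts, DESeq2 1.42.0 with and without its prior, limma-voom, edgeR's robust option, the replicate letter as a block, each library left out in turn, other overlap rules and a minimum peak width of 500 bp. Of File S4, the first 1999 of 30533 lines were used. Of the single-cell qRT-PCR only the CVs of File S5 were used, and flow cytometry and imaging were not analysed here.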

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

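The set tests of the 2 lists below were planned, and the tests of GC content and length, of a single leading gene, of reads shared between gene copies and of the list without the Gbp genes were chosen only after the list results were seen.

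Genes of the mesendoderm stood out as lower in MB-3 in the RNA-seq libraries, although the paper discusses such genes only in other experiments. Of the 12 genes of the list, 8 were tested, and all 8 were lower, with a median log2 fold change of -1.78 and a range from -2.89 (Lhx1) to -0.22 (Gsc). The list fell as a set (camera, Benjamini-Hochberg adjusted p = 1.5e-15 over 10 lists). Its mean log2(CPM + 0.1) was 1.06 ± 0.67 in DMSO and -0.29 ± 0.39 in MB-3 (SD, n = 3), and the 2 groups did not overlap (exact permutation test, p = 0.1, the smallest that 3 against 3 libraries allow). Adjusted over all genes tested, 1 gene (Lhx1) was differentially expressed, and adjusted over the list alone 7 were. T, which had been seen at the top of File S4 before the list was written, went from 19.3 ± 11.9 to 5.23 ± 1.99 CPM (log2 fold change -1.89, standard error 0.36, edgeR adjusted p = 0.061 by the Benjamini-Hochberg method). Most of the list is of low abundance, with 2 of the 8 genes under 1 CPM in DMSO.

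The tables argue against several technical causes of the mesendoderm result. After each library was corrected for GC content and exon length, the list still fell (adjusted p = 2.7e-06, within a range of 6.1e-33 to 0.15 over all alternatives for this list). Without Lhx1 the list still fell as a set (camera, adjusted p = 8.3e-12 by the Benjamini-Hochberg method over 3 shortened lists), so the result does not rest on that gene. The other 7 genes were all lower, with a median of -1.68. Library totals overlapped between the groups. With each library left out in turn, the adjusted p of camera stayed between 7.6e-26 and 1.7e-11. These values depend on the assumed correlation between genes. The rotation test fry gave an adjusted p of 0.15 and camera with an estimated correlation one of 0.0897, both above the threshold, which is consistent with genes that vary together between cultures. Lower expression in each cell and a smaller number of cells on the way to mesendoderm in the MB-3 cultures remain open as hypotheses, and bulk libraries do not tell them apart. The exact test of 3 libraries against 3 cannot decide about a difference between cultures without a link to the treatment, because it cannot go below 0.1. The list mean was lower in MB-3 within each replicate letter, with differences of -1.23 (A), -1.13 (B) and -1.69 (C). Camera with the replicate letter as a block gave an adjusted p of 6.1e-33 (Benjamini-Hochberg over 10 lists). The letters were not taken as pairs, so these values do not settle the point.

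The interferon response list, on which the paper does not report, was also lower in MB-3. Of its 10 genes 7 were tested and 6 were lower, with a median log2 fold change of -1.45 and an adjusted p of 1.8e-06 (camera, Benjamini-Hochberg over 10 lists). Its mean log2(CPM + 0.1) was 2.07 ± 0.50 in DMSO and 1.22 ± 0.24 in MB-3 (SD, n = 3), without overlap (exact permutation test, p = 0.1, the smallest possible). Adjusted over all genes tested, 0 genes of the list were differentially expressed, with 4 at an unadjusted p under 0.05 and 4 when adjusted over the list alone. The falls were in Gbp2 (-1.53), Gbp2b (-1.65), Gbp3 (-1.45), Isg15 (-1.67) and Ifit1 (-0.47), whereas Oas1a (0.05) hardly moved.

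Reads shared between the near-identical copies Gbp2 and Gbp2b would move from one copy to the other and leave their sum in place. The sum went from 68.3 ± 41.2 to 22.7 ± 9.18 CPM (SD, n = 3), a log2 ratio of -1.59, with groups that overlapped. Both copies fell, Gbp2 with a standard error of 0.35 and Gbp2b with one of 0.37 on the log2 scale, and Gbp3 and Isg15 fell without overlap between the groups, which argues against shared reads as the source of the fall. A weaker interferon response predicts a fall in the members outside the Gbp family. These 4 genes gave an adjusted p of 0.0735 (camera, Benjamini-Hochberg over the 3 shortened lists), with 3 of them lower, so the explanation also cannot be told apart from a change in the Gbp genes alone with so few members. After the correction for GC content and exon length the list had an adjusted p of 0.0032, and over all alternatives the range was 2.6e-24 to 0.15, with fry and the estimated correlation (0.0897) above the threshold.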

How the results depend on the processing

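The corrections for GC content and exon length, the 3 added lists, and the fits of the lists without a library were chosen only after the data were seen; the other alternatives below were planned.

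The number of differentially expressed genes changed with most settings. Against 41 with the main settings, it was 39 with RLE normalization, 25 with upper quartile normalization, 194 without a filter on low counts, 25 with at least 10 counts in every library, 183 with DESeq2 without shrinkage, 182 with DESeq2's prior, 18 with limma-voom and 66 with edgeR's robust option. All 41 genes were among the calls without a filter and in both DESeq2 fits, 38 of them among the robust calls, and the shorter lists of RLE, upper quartile, 10 counts and limma-voom held no other genes. No gene of the 41 changed direction where it was called again. The share of calls that were lower was 51.2% with TMM and 68.0% with upper quartile normalization, although the median log2 fold change of all genes moved by less than 0.1, from -0.00 to -0.01. At an adjusted p under 0.01 the number was 0, with 2182 genes at an unadjusted p under 0.05. The cause of these changes, including those with other filters, was not tested. The filters alter the number of genes tested (30677 without a filter and 18567 with at least 10 counts in every library). After each library was corrected for GC content and exon length the number was 77, 38 of them shared with the main calls.

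The number of differentially expressed genes at a change of at least 2-fold was 3 in the main test. It was 2 with RLE, upper quartile or robust settings, 55 without a filter, 1 with at least 10 counts in every library, 19 with DESeq2 without shrinkage, 0 with DESeq2's prior and 0 with limma-voom (1798 and 2167 genes at an unadjusted p under 0.05), and 11 after the correction for GC content and exon length. The prior draws fold changes towards 0 by construction. Whatever the adjusted p, 183 genes had a fitted change of 2-fold or more, and glmTreat against a 2-fold threshold called 0, with 33 at an unadjusted p under 0.05.

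Single libraries decided many calls. Across the 6 fits that each left out 1 library, the number of differentially expressed genes ranged from 0 to 520 and the number at 2-fold from 0 to 139. The highest values came without DMSO replicate B (520, 392 of them lower), and 0 came without MB-3 replicate A or B, with 1440 and 1716 genes at an unadjusted p under 0.05. Without DMSO replicate A, DMSO replicate C or MB-3 replicate C the numbers were 3, 5 and 62. Fewer samples lower the power of a test by construction, so power does not account for the rise to 520, and its cause was not tested.

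The replicate letters were checked as a possible pairing. The deviations of same-letter libraries from their group means correlated at 0.0982 for A, 0.261 for B and 0.213 for C, and those of different letters at -0.21 to -0.02. The limit for taking the letters as pairs was 0.1, and as A stays narrowly under it, they were not. The main number of 41 calls, made without a block, rests on this choice. As all 3 same-letter values were positive and the others negative, variation shared by letter is not excluded. With the letter as a replicate block, edgeR called 1425 genes, 110 of them at 2-fold, and DESeq2 with the prior and a replicate block called 591, with 3 at 2-fold. Both included all 41 main calls. With the correction for GC content and exon length the replicate block gave 1426 calls and 113 at 2-fold.

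For the genes named in the text, 442 fits under other settings left 392 on the same side of the threshold with the same direction, while 14 lost and 34 gained a call, and 2 changed sign. Both were Kat2a, at 0.032 after the correction for GC content and exon length and 0.033 with the correction and the replicate block, against -0.01. Of 222 fits without a library, 149 were unchanged in that sense, 51 lost and 10 gained a call, and 12 changed sign. Sign changes concerned Kat2a (-0.034 to 0.039), Kat2b (-0.054 to 0.076), Pou5f1 (-0.037 to 0.053), Cdh1 (-0.0028 to 0.098), Ctnnb1 (-0.013 to 0.033) and Sox1 (-0.027 to 0.32), none of which was differentially expressed in any of them. Vim passed the threshold in 14 of 16 alternatives, and did not without MB-3 replicate A or B.

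Of the 10 marker lists, 9 had an adjusted p under 0.05 with camera at a correlation of 0.01, but 0 did with fry and 0 with an estimated correlation, where 1 and 3 lists had an unadjusted p under 0.05. With the replicate block the number was again 9, and the neuroectoderm list turned to lower without passing the threshold (adjusted p = 0.66, camera with Benjamini-Hochberg adjustment). Of the 3 added lists, that of LIF lost significance with the replicate block (adjusted p = 0.054, camera with Benjamini-Hochberg adjustment, range 0.0037 to 0.43). Over the 10 marker lists and the 3 added lists together, 26 of 52 results under other settings lost significance and 7 of 78 did without a library. The Kat2a panel stayed above the threshold in every alternative, with p from 0.15 to 0.77 across the fits without a library. The ratio of the MB-3 to the DMSO dispersion was 0.573, and 0.645 over the 13598 genes with at least 100 counts in every library. With each replicate letter left out it ranged from 0.445 to 1.05, the last without replicate B.

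For the H3K9ac lists, peaks at least 500 bp wide numbered 6336 in DMSO and 1694 in MB-3, and merging or leaving out the X and Y chromosomes kept both numbers within a factor of 1.5. Among shared peaks alone, the median DMSO width was 794 bp. The share of MB-3 peaks on a DMSO peak was 95.2% at an overlap of 50% of the MB-3 peak, 57.0% at 50% of both peaks and 98.8% within 1000 bp. The share of DMSO peaks lost was 75.2% at an overlap of 50% of the DMSO peak, 77.3% at 50% of both, 51.6% within 1000 bp and 74.5% among peaks at least 500 bp wide. The overlap rules differ in how strict they are. The last value counts a DMSO peak as lost also where only an MB-3 peak under 500 bp lies on it. Against the whole MB-3 list the share lost was 66.8% among DMSO peaks 528 to 612 bp wide and 13.5% among the widest. The test of differentially expressed genes against genes near a lost peak, and its alternatives with a wider promoter window and with all tested genes as background, were not run because the peaks were not assigned to genes. Without read counts, depth limits any statement about why a peak was lost.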

Differences from the paper's values

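The paper reports 599 differentially expressed genes, and the main test here gave 41. Of the alternatives set before the data were examined, DESeq2 with the prior and a replicate block (591) and edgeR without DMSO replicate B (520) came within a factor of 1.5 of the paper's number. The others did not, at 39 with RLE, 25 with upper quartile normalization, 194 without a filter, 25 with at least 10 counts in every library, 183 and 182 with DESeq2 without and with the prior, 18 with limma-voom, 66 with the robust option, 1425 with edgeR and a replicate block, and 0 to 62 in the other fits without a library.

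In the paper's File S4, of which the first 1999 of 30533 lines were used, 334 of the paper's differentially expressed genes are lower and 265 higher in MB-3, against 21 and 20 here. DESeq2 with the prior and a replicate block gave 333 lower and 258 higher. Without DMSO replicate B, edgeR gave 392 lower, close to the paper's number by the same factor, but 128 higher, which was not. None of the other alternatives set before the data were examined came within that factor for either direction.

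For 3 genes the log2 fold change of File S4 differed from the value here by more than the larger error, the paper's error being the standard error it lists. The paper's values are on the scale of shrunken fold changes. Krt19 is at -1.04 in File S4 and was -1.58 here, and on the scale of DESeq2 with the prior and a replicate block it was -1.04 as well. With DESeq2 without shrinkage (-1.58), the robust option (-1.58) and the fits without DMSO replicate C (-1.04), MB-3 replicate A (-1.44) or MB-3 replicate B (-1.31) the difference was also within the error, and with the other alternatives set before the data were examined it was not. Vim is at -0.68 in File S4 and was -0.80 here, and it was -0.68 with DESeq2 with the prior and a replicate block. For Vim, DESeq2 with the prior alone (-0.64) and the fits without DMSO replicate C (-0.66) or MB-3 replicate A (-0.78) were within the error too, and the others were not. T is at -0.63 in File S4 and was -1.89 here, and of the alternatives set before the data were examined only DESeq2 with the prior and a replicate block (-0.63) came within the error.

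The paper's 3 genes at a fold change of at least 2 are Krt8, Krt19 and Tagln in File S4, and the 3 genes here were Lhx1, Pcdh7 and Trpm1. In the main test Krt8, Krt19, Tagln, S100a6 and T, which File S4 lists with an adjusted p under 0.05, did not pass the threshold. All of them passed it without a filter on low counts (adjusted p from 0.0013 for T to 0.042 for Krt8, edgeR with Benjamini-Hochberg adjustment), with a replicate block in edgeR or in DESeq2 with the prior, and without DMSO replicate B. Krt19 and T also passed it without MB-3 replicate C (adjusted p = 0.043 for both, edgeR with Benjamini-Hochberg adjustment). After the correction for GC content and exon length, which was chosen after the values were seen, T passed it with an adjusted p of 0.033 (edgeR with Benjamini-Hochberg adjustment). Krt8, Krt19 and Tagln were the genes at 2-fold with DESeq2 with the prior and a replicate block, where their log2 fold changes were -1.01, -1.04 and -1.03.

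The paper places the direct targets of Kat2a towards the genes that fell with MB-3 (Fig. 1F). Of the 45 tested genes of its smaller panel, 21 were lower and 24 higher here. The paper's larger set was not analysed here.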

Other observations

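The tests of File S4 against the fits, of other splits of the libraries, and of the Nrf2, LIF and Atf4 lists with their GC check were chosen only after the results were seen, as were the adjustment of the CV relations over all 3 of them, the collagen sum in the test of fibroblasts, the lowest share in the test of chromosomes and the adjustment over shortened lists.

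A candidate explanation for the larger number of differentially expressed genes in the paper is that the values of File S4 come from a fit with the replicate letter as a block. In DESeq2 with the prior and a replicate block, the standard errors of 1991 of 1999 genes lay within 1% of those in File S4, and the median absolute difference in log2 fold change was 7.8e-05. Without the block, 54 standard errors did, the median difference was 0.0069 and the standard errors were 1.15 times as large in the median. The paper's text names DESeq2 and does not name a block.

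Of the 10 splits of the 6 libraries into 3 against 3, only the real one gave as many differentially expressed genes as MB-3 against DMSO (1 of 10), and the other 9 gave 0. The same held at a change of 2-fold (1 of 10). A share of 1 in 10 is the smallest that this design can give, so chance cannot be told apart from the treatment by this test. The dispersion between MB-3 replicates was 0.573 times that between DMSO replicates (0.0048 against 0.0084), and 5 of the 10 splits gave a ratio at least as far from 1, so this difference cannot be told apart from that between arbitrary groups of these libraries. It also rested on replicate B, without which the ratio was 1.05. Bulk replicates measure the spread between cultures and not between cells.

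Krt8, Krt19, Tagln, S100a6, Vim and T were lower in MB-3, and technical and biological sources were weighed for these 6 genes together. Feeder fibroblasts in the DMSO cultures would bring their abundant collagens. Col1a1, Col1a2, Col3a1, Col6a1 and Dcn together fell by 1.88 CPM, from 4.38 to 2.50, whereas Vim alone fell by 54.8 CPM, which argues against fibroblasts as the source, although the fibroblast-like list fell as a set. After the correction for GC content and exon length the median log2 fold change of the 6 genes was -1.28 against -1.31 before, which argues against such a bias. A smaller number of differentiating cells of every lineage predicts a like fall of all lineage lists. The list means changed by -1.35 (mesendoderm), -0.98 (simple epithelium), -0.24 (extraembryonic endoderm) and -0.02 (neuroectoderm), and the change in mesendoderm less that in extraembryonic endoderm was -1.11. This explanation cannot be told apart from a change in some lineages alone, because genes of the other lists are also expressed in these cells and their baseline would hide a small share of cells. A weaker contractile and serum response also stays open. Without Tagln and Thbs1 the other 14 genes of its list were lower as a set (camera, adjusted p = 3.5e-07 by the Benjamini-Hochberg method over 3 shortened lists), but its groups overlapped in the list mean and fry did not pass the threshold.

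The remaining marker lists had smaller median log2 fold changes (camera with Benjamini-Hochberg adjustment over 10 lists throughout). Simple epithelium was lower (median log2 fold change -0.97, 9 of 9 genes lower, adjusted p = 1.5e-08), as were the contractile and serum response (-0.42, 16 of 16, adjusted p = 1.5e-08), the fibroblast-like list (-0.30, 11 of 11, adjusted p = 3.6e-08) and extraembryonic endoderm (-0.24, 9 of 9, adjusted p = 0.0025). Among the pluripotency lists, primed genes were higher (median 0.29, 6 of 8 higher, adjusted p = 3.5e-06), general genes slightly higher (0.07, 8 of 8, adjusted p = 0.012) and naive genes split evenly (-0.03, 6 of 12 lower, adjusted p = 0.0048). Neuroectoderm did not move as a set (0.10, 3 of 4 higher, adjusted p = 0.46). Each of these lists overlapped between the groups in its mean, and none passed the threshold with fry or an estimated correlation. The naive list also lost significance after the correction for GC content and exon length (adjusted p = 0.0795), without DMSO replicate A (0.0585) and without DMSO replicate B (0.079), with 7.7e-05 to 0.28 over its alternatives. The general list did so without DMSO replicate A (adjusted p = 0.0813), DMSO replicate C (0.193) or MB-3 replicate B (0.0595), with 1.1e-05 to 0.38 over its alternatives. Differentially expressed members were Vim in the fibroblast-like list (log2 fold change -0.80, edgeR adjusted p = 0.014), Tbx3 among naive genes (-0.40, adjusted p = 0.024), and Dnmt3b (0.32, adjusted p = 0.036) and Zic2 (0.44, adjusted p = 0.031) among primed genes, where 4 were called when adjusted over the list alone. Krt8 and Krt19 in the epithelial list, Tagln and Thbs1 in the contractile list, Vim and Col5a1 in the fibroblast-like list and Nes in the neuroectoderm list had been seen in File S4 before the lists were written.

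Among the differentially expressed genes, Gclm and Cbr3 were higher in MB-3, Socs3 and Tbx3 lower, and Nupr1 and Cth lower, and a list was written for a response that each pair belongs to, without the pair itself. An electrophile response through Nrf2 may raise Gclm and Cbr3. The Nrf2 list was slightly higher as a set (median log2 fold change 0.06, 18 of 24 genes higher, camera adjusted p = 0.00215 over 3 lists, range 1.0e-05 to 0.18 over its alternatives). GC content or length bias is argued against for these genes, since after the correction Cbr3 had an adjusted p of 0.0047 and Gclm one of 0.047. A weaker response to LIF may lower Socs3 and Tbx3. The LIF list was lower (-0.11, 12 of 16 genes, adjusted p = 0.0213), but it lost significance without DMSO replicate B (0.426) and without MB-3 replicate A (0.0562), with 0.0037 to 0.43 over its alternatives, and 4 of its 16 genes are also in another list. A weaker amino acid response through Atf4 may lower Nupr1 and Cth. The Atf4 list was lower in 18 of 18 genes (median -0.30, adjusted p = 7.4e-16), with 14 genes called when adjusted over the list alone, 0 over all genes tested and 14 at an unadjusted p under 0.05. All 3 lists overlapped between the groups in their means and lost significance with fry (adjusted p = 0.103 for each), so these responses cannot be told apart from variation between cultures. All 3 pairs were picked after their values were seen.

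Several explanations were weighed for the DMSO peaks that the MB-3 list lacks. If peaks near the limit of the peak caller drop out first, the narrowest should be lost most often, and 94.5% of the narrowest of 10 width groups were lost, with a steady decline to 13.5% in the widest. Loss confined to some chromosomes is argued against, since on chromosomes 1 to 19 and X the lowest share lost was 58.7% (chromosome 6, 95% interval 54.5% to 62.8%) and the highest 73.9% (chromosome X). The shares did differ between chromosomes given peak width (permutation test with 10000 permutations within width groups, p = 0.0288). On chromosome Y, 2 of 4 peaks were lost. Fewer usable reads in the MB-3 ChIP than in the DMSO ChIP would give fewer and narrower peaks. MB-3 peaks that overlapped exactly 1 DMSO peak were 0.573 times as wide as it in the median, with parts of a split peak counted singly. The part of a kept DMSO peak covered by all MB-3 peaks on it was 75.1% among the narrowest and 55.0% to 58.3% among the widest 6 of 10 width groups. A lower depth and a lower level of H3K9ac cannot be told apart from these lists, which hold neither reads nor heights. The biological explanation, that MB-3 lowers H3K9ac, is the paper's and stays open beside it.

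The paper reports a higher CV in single cells with MB-3, and a lower mean expression can raise a CV. In File S5, 74 genes had the paper's CV in both treatments in serum and LIF, and 65 of them had a higher CV with MB-3 (median log2 ratio 1.09). Across the 58 of these genes tested in the bulk libraries, the change in CV was unrelated to the bulk log2 fold change (Spearman's rho 0.0975, permutation p = 0.467; Pearson's r -0.145, permutation p = 0.272, and 0.02 without the 2 farthest genes). Of the 50 tested genes with a higher CV, 22 were lower in bulk MB-3. Of 3 rank relations computed, the other 2 were with the bulk level in DMSO. Genes at a higher level had a lower CV in DMSO (rho -0.48, permutation p = 0.00023, adjusted p = 0.00069 by the Benjamini-Hochberg method over 3 relations) and a smaller rise in CV (rho -0.285, permutation p = 0.0296, adjusted p = 0.0444 in the same way), whereas the relation with the bulk log2 fold change had an adjusted p of 0.467. Genes are not independent replicates, so these p-values describe the panel only. The bulk values cannot decide whether lower expression raised the CV, as the bulk and single-cell samples differ. For the single cells themselves, the paper reports that mean levels did not differ significantly between treatments. It also reports that heterogeneity rose among genes of every mean level. Those single-cell levels were not analysed here.

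Genes that the paper discusses in 2i networks were measured in the bulk libraries in serum and LIF, a condition those statements are not about. Fgf4 was higher by 0.17 and Fgfr1 lower at -0.07 on the log2 scale (edgeR adjusted p = 0.398 and 0.753, Benjamini-Hochberg). Id3 (-0.13), Chrd (-0.08), Dmbx1 (-0.40) and Ctnnb1 (0.02) had adjusted p-values above 0.05 in the same edgeR test, as did Evx1 at -1.68 (adjusted p = 0.229), which was under 1 CPM in both groups. Sox1, which the paper follows with a GFP reporter in neuro-ectodermal culture, changed by 0.09, also with an adjusted p above 0.05 in that test. The paper reports an earlier rise of T in T-GFP cells that were moved to differentiation medium after MB-3, another cell line and medium than here. Of the MB-3 peaks that File S1 assigns to genes named in the paper, the one at Jarid2 was 1830 bp wide on mm9 chromosome 13 from 44826998 to 44828827 and lay on a DMSO peak.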
